# The SvFUL2 transcription factor is required for inflorescence determinacy and timely flowering in *Setaria viridis*

**DOI:** 10.1093/plphys/kiab169

**Published:** 2021-04-19

**Authors:** Jiani Yang, Edoardo Bertolini, Max Braud, Jesus Preciado, Adriana Chepote, Hui Jiang, Andrea L Eveland

## Abstract

Inflorescence architecture in cereal crops directly impacts yield potential through regulation of seed number and harvesting ability. Extensive architectural diversity found in inflorescences of grass species is due to spatial and temporal activity and determinacy of meristems, which control the number and arrangement of branches and flowers, and underlie plasticity. Timing of the floral transition is also intimately associated with inflorescence development and architecture, yet little is known about the intersecting pathways and how they are rewired during development. Here, we show that a single mutation in a gene encoding an AP1/FUL-like MADS-box transcription factor significantly delays flowering time and disrupts multiple levels of meristem determinacy in panicles of the C_4_ model panicoid grass, *Setaria viridis*. Previous reports of *AP1/FUL-*like genes in cereals have revealed extensive functional redundancy, and in panicoid grasses, no associated inflorescence phenotypes have been described. In *S. viridis*, perturbation of *SvFul2*, both through chemical mutagenesis and gene editing, converted a normally determinate inflorescence habit to an indeterminate one, and also repressed determinacy in axillary branch and floral meristems. Our analysis of gene networks connected to disruption of *SvFul2* identified regulatory hubs at the intersection of floral transition and inflorescence determinacy, providing insights into the optimization of cereal crop architecture.

## Introduction

Inflorescence structure determines fruit, seed, and pollen production, which are critical for reproductive success of plants and global food security. During the shift from vegetative to reproductive growth, the indeterminate shoot apical meristem (SAM), which patterns the vegetative organs, transitions to an inflorescence meristem (IM). Like the SAM, the IM continues indeterminate growth but instead, leaf growth is suppressed and axillary meristems (AMs) grow out into reproductive organs on its flanks. In eudicot systems such as Arabidopsis (*Arabidopsis thaliana*), the IM directly lays down floral meristems (FMs), which produce flowers. In grasses, FMs are borne from spikelet meristems (SMs) either directly from the IM as in wheat (*Triticum aestivum*) and barley (*Hordeum vulgare*), or after a series of AM branching events such as in maize (*Zea mays*) and sorghum (*Sorghum bicolor*). Eventually, AMs acquire SM identity and terminate in a spikelet, the central unit of the grass inflorescence, housing one to several flowers that bear grain. Variation in activity and determinacy of AMs and SMs in grasses allows for the wide diversity of inflorescence branching patterns (Tanaka et al., 2013; Whipple, 2017; Bommert and Whipple, 2018).

Inflorescence architecture is also shaped by the activity and determinacy of the IM. In certain cereals such as rice (*Oryza sativa*), barley, and maize, the IM is indeterminate and continues meristematic activity, laying down lateral structures until it ceases growth. Alternatively, in wheat and sorghum, the IM takes on a determinate fate and produces a defined number of AMs before terminating in a spikelet. IM determinacy has been linked to flowering time through the action of multiple common regulators, which also affect branching patterns in the inflorescence (Danilevskaya et al., 2010; Li et al., 2019; Liu et al., 2019a). A weak flowering signal tends to delay meristem determinacy in the inflorescence, allowing for increased branch outgrowth and higher order branch initiation (McSteen et al., 2000; Endo-Higashi and Izawa, 2011; Boden et al., 2015).

Much of what we know about the molecular underpinnings of IM determinacy comes from Arabidopsis, which produces an indeterminate inflorescence. In Arabidopsis, indeterminacy in the IM is maintained by the antagonistic relationship between *TERMINAL FLOWER 1* (*TFL1*) and floral identity genes, *LEAFY* (*LFY*), *APETALA1* (*AP1*), and *CAULIFLOWER* (*CAL*; Piñeiro and Coupland, 1998; Liljegren et al., 1999; Serrano-Mislata et al., 2017). *AP1* and *CAL* belong to the euAP1 subclade of the *AP1/FUL* (*FRUITFUL*)*-like MADS box* gene family and are key players in controlling flowering time and AM determinacy (Kempin et al., 1995; Alvarez-Buylla et al., 2006). *TFL1*, which encodes a phosphatidylethanolamine-binding protein, is expressed in the central region of the IM and prevents it from acquiring FM identity by suppressing floral identity genes (Weigel et al., 1992; Bradley et al., 1997; Benlloch et al., 2007). Loss of *TFL1* function results in the mis-expression of *AP1* and *LFY* in the IM, causing a terminal flower(s) to form in place of the indeterminate meristem, early flowering, and enhanced determinacy of lateral branches (Shannon and Meeks-Wagner, 1991; Alvarez et al., 1992). Alternatively, mutations in *AP1* and *LFY* genes result in the production of indeterminate lateral shoots, which typically develop determinate FMs and have delayed flowering (Irish and Sussex, 1990; Schultz and Haughn, 1991; Huala and Sussex, 1992; Weigel et al., 1992; Bowman et al., 1993; Schultz and Haughn, 1993).

The regulatory modules that control inflorescence growth habit are somewhat conserved between eudicots and grasses. In maize and rice, *TFL1-like* genes delay flowering time and prolong the indeterminate status of the developing inflorescence (Nakagawa et al., 2002; Danilevskaya et al., 2010; Kaneko-Suzuki et al., 2018). In rice, *AP1/FUL-like* genes have overlapping roles in flowering time (Kobayashi et al., 2012). Over-expression of *OsMADS14*, *OsMADS15*, or *OsMADS18* all result in early flowering phenotypes (Jeon et al., 2000; Fornara et al., 2004; Lu et al., 2012), and in the case of *OsMADS15*, reduced panicle size and branch number (Lu et al., 2012)*.* In winter wheat and barley varieties, expression of *VERNALIZATION 1* (*VRN1)*, an *AP1/FUL-like* gene, has been well-characterized as an early signal in promoting timely vegetative-to-reproductive transition in response to vernalization (Yan et al., 2003; Preston and Kellogg, 2008; Li et al., 2019). Expression of *FUL2* and *FUL3* genes in wheat are also induced by vernalization to promote flowering (Chen and Dubcovsky, 2012; Li et al., 2019). A recent study revealed that *AP1/FUL-like* genes in wheat and the genetic interactions among them contribute to maintenance of IM and SM determinacy, as well as flowering time (Li et al., 2019). Loss-of-function in both *VRN1* and *FUL2* genes converted the normally determinate IM of the wheat spike to an indeterminate habit, and also enhanced indeterminacy in primary AMs. Introduction of a single functional copy of either *VRN1* or *FUL2* reverted the *vrn-null; ful1-null* mutant IM back to a determinate habit (Li et al., 2019).

While evidence across the plant kingdom supports conserved roles for *AP1/FUL-like* genes in floral transition and inflorescence architecture, to date, there have been no inflorescence phenotypes described for loss-of-function *AP1/FUL-like* genes in the subfamily *Panicoideae*, which includes agronomically important crops such as maize, sorghum, and sugarcane (*Saccharum officinarum*). This is likely due to functional redundancy (Litt and Irish, 2003; Preston and Kellogg, 2007). In this study, we show that a single loss-of-function mutation in an *AP1/FUL-like* gene in model panicoid grass, *Setaria viridis* (green foxtail), is sufficient to confer both strong flowering time and inflorescence determinacy phenotypes despite its overlapping expression pattern with three closely related paralogs. *S. viridis* is a weedy, C_4_ species that has demonstrated promise as a model system for elucidating molecular mechanisms in panicoid crops (Li and Brutnell, 2011; Huang et al., 2017; Yang et al., 2018). It also represents a key evolutionary node between domesticated and undomesticated grasses. Like wheat, *S. viridis* produces a determinate inflorescence that terminates in a spikelet, but AMs undergo multiple orders of branching (Doust and Kellogg, 2002; Zhu et al., 2018). We isolated the *Svful2* mutant in a genetic screen, which displayed a “barrel”-like panicle morphology due to enhanced indeterminacy in AMs. The determinate IM was also converted to an indeterminate habit resembling a maize ear. Further investigation of *Svful2* loss-of-function at the molecular level using genomics approaches revealed regulatory modules that link floral transition and inflorescence determinacy pathways through interactions among MADS-box transcription factors (TFs) and several other developmental regulators. This mutant and the analyses presented here, provide insights into the complex interface of flowering time and inflorescence development, and potential targets for fine-tuning inflorescence ideotypes in cereal crops.

## Results

### Characterization of the *barrel 1* mutant in *S. viridis*

In a forward genetics screen of approximately 3,000 N-methylurea (NMU) mutagenized M2 families of *S. viridis* (Huang et al., 2017; Yang et al., 2018), we isolated the *barrel1* (*brl1*) mutant, named for its abnormal, barrel-shaped panicle (*brl1-ref* allele). Compared with mature panicles of the wild-type mutagenized reference line (A10.1), mutant panicles were shorter and thicker and appeared more branchy (Figure 1, A and B; Table 1). Mutant plants were shorter in stature and produced tillers with more leaves (Figure 1A;Table 1). In addition to morphological defects, flowering time was obviously delayed in *brl1* mutants*.* To test the effect of different photoperiods (*Ppds*) on floral transition, we examined flowering time of the mutant compared to control plants under both short day (SD; 12-h light/12-h dark) and long day (LD; 16-h light/8-h dark) conditions. Under SD conditions, which typically promote flowering in *S. viridis* (Doust et al., 2017), *brl1* mutant panicles emerged ∼6 d later (average 29.20 d after sowing [DAS]) than those of wild-type (average 22.94 DAS; Figure 1C). Under LD conditions, flowering time in *brl1* mutant (avg. 31.21 DAS) and A10.1 wild-type plants (average at 28.44 DAS) was delayed compared to under SDs, but *brl1* mutants still flowered significantly later than wild-type (average 3 d; Figure 1D;Table 1).

**Figure 1:**
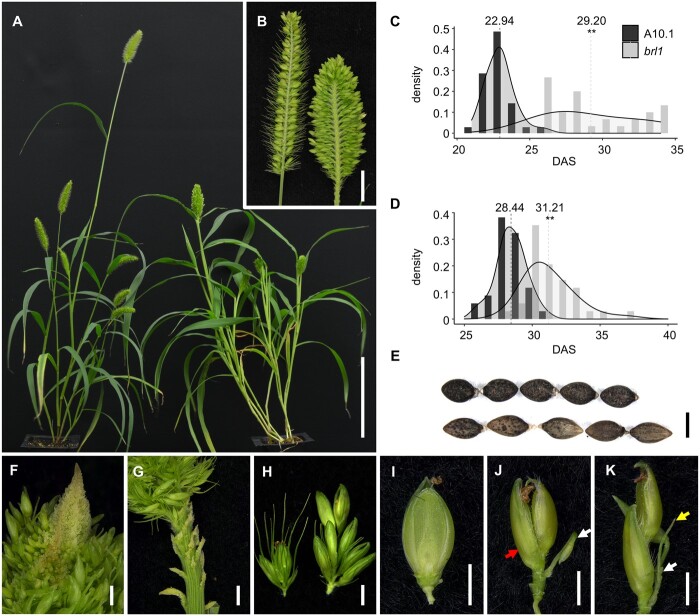
Characterization of the *brl1* mutant phenotypes. A, Plant morphology of the wild-type A10.1 (left) and the *brl1* mutant (right). Scale bar = 10 cm. B, Compared to the wild-type (left), *brl1* mutant (right) panicles were shorter and wider, and primary branches were packed more densely. Primary branches were removed from one side of the panicle for a longitudinal view. Scale bar = 1 cm. Under SD (C) and LD (D) conditions, panicles of the *brl1* mutant emerged significantly later than those of wild-type. **Student’s *t* test *P* <0.01. E, Compared to wild-type (top), the *brl1* mutant (bottom) produced longer and narrower seeds. Scale bar = 1 mm. F, In *brl1* mutant panicles, the IM appeared indeterminant with continual production of primary branches. Scale bar = 1 mm. G, Rudimentary primary branches were visible at the base of mature panicles in the *brl1* mutant. Scale bar = 1 mm. H, Primary branches in the *brl1* mutant panicles (right) were markedly longer than those of A10.1 (left). Scale bar = 1 mm. Examples of phenotypes in *brl1* mutant spikelets that lose SM maintenance (J and K), including aberrant development of the lower floret (red arrow, J) or production of additional bristles (yellow arrow, K) and spikelets (white arrow, J and K) within a spikelet, compared to A10.1 (I). Glumes were removed in I–K for better view. Scale bars = 1 mm.

**Table 1:** Phenotypic measurements of *brl1* mutant plants compared to wild-type (A10.1) controls

Photoperiod	Trait	A10.1	*brl1*
LD 16-h Light/8-h Dark	Days to panicle emergence (DAS)	28.44 ± 1.06	31.21 ± 1.82^**^
	Weight of leaves and stems (g)	3.83 ± 0.98	4.73 ± 0.65^**^
	Weight of panicles with seeds (g)	3.06 ± 1.14	2.01 ± 0.62^**^
	Plant height (cm)	61.72 ± 11.23	35.81 ± 3.75^**^
	Panicle length (cm)	6.25 ± 0.61	5.03 ± 0.71^**^
SD 12-h Light/12-h Dark	Days to panicle emergence (DAS)	22.94 ± 0.97	29.20 ± 3.00^**^
	Weight of leaves and stems (g)	0.89 ± 0.25	2.00 ± 0.38^**^
	Weight of panicles with seeds (g)	1.45 ± 0.51	1.18 ± 0.53
	Plant height (cm)	30.95 ± 4.75	16.74 ± 2.00^**^
	Tiller No.	11.20 ± 3.93	16.60 ± 3.68^**^
	Leaf No.	38.00 ± 12.94	126.25 ± 29.97^**^
	Panicle length (cm)	3.53 ± 0.41	3.16 ± 0.50^**^
	Primary branch No.	36.55 ± 3.80	47.95 ± 9.56^**^
	Weight of 100 seeds (mg)	159.10	149.40
	Seed length (mm)	2.08 ± 0.06	2.39 ± 0.15^**^
	Seed width (mm)	1.28 ± 0.05	1.21 ± 0.07^**^
	IM^a^ length (µm)	202.92 ± 23.55	310.80 ± 34.51^**^
	IM^a^ width (µm)	65.50 ± 7.60	89.99 ± 10.45^**^

All data except for IM length and width (*n* ≥ 9) are based on mean values of *n* ≥ 20 individuals (±sd).

a Length and width of IM were measured at the end of the reproductive transition and before layout primary branches (Supplemental Figure S1, D and E).

** Indicates a significant difference in *brl1* mutant compared to A10.1 (wild-type) determined by Student’s *t* test (*P* < 0.01).

Previous studies in *S. viridis* showed that flowering time impacted both plant architecture and biomass (Doust, 2017)*.* Under both LD and SD conditions, plant height and panicle length of *brl1* mutants were significantly shorter than wild-type plants at maturity (Table 1). Under SD conditions, above-ground dry weight was increased in mutants compared to wild-type, largely due to biomass of vegetative tissue (leaves and stems; Table 1). In LDs, above-ground dry weight of *brl1* mutants was comparable to wild-type, however, we still observed a significant increase in dry weight of vegetative tissue (leaves and stems) in the mutant (Table 1). Seed shape and size were also different with the mutant seeds being longer and narrower than those of wild-type (Figure 1E;Table 1).

Examination of the inflorescence morphology revealed that *brl1* mutants displayed various levels of indeterminacy. At the tip of the panicle, the IM appeared indeterminate in mutants, and newly formed branch meristems (BMs) were still visible at maturity (Figure 1F). At the base of the mutant panicle, rudimentary primary branches were observed, which were not found in wild-type (Figure 1G). Primary branches were longer in *brl1* mutants and the panicle rachis was clearly thicker (Figure 1H;Supplemental Figure S1A). Bristles, which are modified branches paired with spikelets in *Setaria sp.*, did not elongate to the length of wild-type bristles, and so were largely found buried under spikelets (Figure 1H). In *Setaria spp.*, spikelets form upper and lower FMs. During differentiation, the upper floret (uf) develops whorls of floral organs, that is, lemma and palea, lodicules, stamens, and pistil, within a pair of subtending glumes, and the lower floret is aborted. Development of spikelets and flowers was also affected in *brl1* mutants, but phenotypes showed low penetrance with varied severities of indeterminacy. For example, ∼17% of *brl1* mutant panicles produced additional flowers, bristles, and/or spikelets within spikelets compared to the typical one flower per spikelet in wild-type (Figure 1, I–K). The lemma and palea of mutant flowers were more elongated in the mutant and were more rigid, which is likely contributing to the elongated seed shape (Supplemental Figure S1, B and C).

### *brl1* mutants show loss of determinacy in various stages of inflorescence development

We used scanning electron microscopy (SEM, Figure 2) to compare the developmental progression of inflorescence primordia from the *brl1* mutant with that of wild-type *S. viridis*. By 11 DAS, the vegetative SAM of wild-type plants had finished transitioning to the reproductive IM, as the first primary BMs were initiated on its flanks (Figure 2A). In the *brl1* mutant, the vegetative-to-reproductive transition was delayed to 15 DAS (Figure 2B), consistent with its late-flowering phenotype (Figure 1C). After the transition, wild-type inflorescences initiated primary branches in a spiral pattern (Figure 2C), and then secondary and tertiary axillary branches sequentially in a distichous pattern, as previously described (Figure 2E; Doust and Kellogg, 2002; Yang et al., 2018; Zhu et al., 2018). The *brl1* IM was elongated compared to that of wild-type (Figure 2B and Table 1; Supplemental Figure S1, D and E), and this appeared to enable capacity for increased initiation of primary and higher-order branches (Figure 2, D and F), consistent with the mature panicle phenotype. By 17 DAS, the wild-type IM had become determinate and terminated as a spikelet (Figure 2G). BMs then began to differentiate from the tip of the inflorescence primordium into either an SM or a sterile bristle, and this continued basipetally (Figure 2, G and I). Conversely, the IM of the *brl1* mutant remained indeterminate and continued to produce primary BMs at 21 DAS (Figure 2H), where SMs and bristles began to differentiate toward the top of the inflorescence primordium (Figure 2J). By the end of the developmental series analyzed by SEM, the *brl1* IM remained indeterminate, which is consistent with its mature phenotype in Figure 1F.

**Figure 2:**
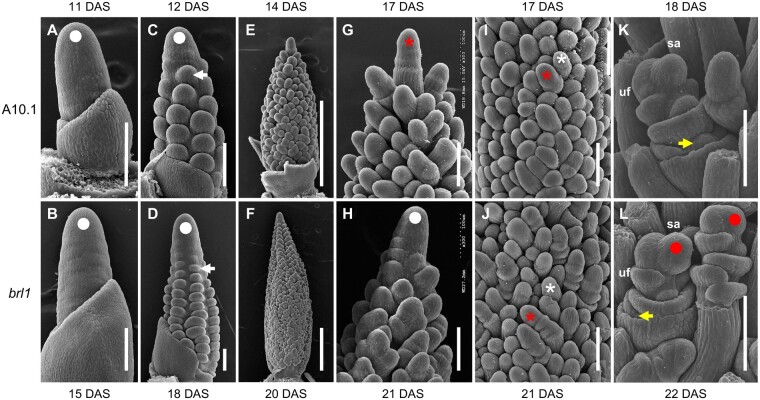
Morphological analysis of early inflorescence development in the *brl1* mutant by SEM. The transition from SAM to IM (IM = white dot) in the *brl1* mutant was delayed to 15 DAS (B) compared to 11 DAS in A10.1 (A). Branching capacities were increased in *brl1* panicles (D and F, 18 DAS and 20 DAS, respectively) compared to those of A10.1 (C and E, 12 DAS and 14 DAS, respectively). White dot indicates IM (not shown in E and F due to scale). White arrows indicate primary branches. In A10.1, the 17 DAS IM ceased to produce new BMs and terminated as the first SM (G, red asterisk) and then BMs started to differentiate into SMs (I, red asterisk) and bristles (I, white asterisk) basipetally. However, at 21 DAS, the *brl1* mutant IM continued initiating primary branches at the inflorescence tip (H, white dot), even after BMs acquired SM (J, red asterisk) or bristle identities (J, while asterisk). Some *brl1* spikelets had abnormal outgrowth of meristems (red dots) in ufs (L) compared to A10.1 spikelets (K). Yellow arrows indicate aborted lower florets. Scale bars = 100 μm in A–D and G–L. Scale bars = 500 μm in E and F. sa, spikelet axis.

While differentiation of SMs and bristles appeared normal in the mutant (Figure 2, I and J), the onset was delayed compared to wild-type and after additional rounds of higher-order branching (Figure 2F). SMs developed similarly in *brl1* mutants and wild-type, initiating glumes and upper and lower FMs; the uf typically develops into a perfect flower with lemma, palea, anther, and carpel and the lower floret aborts (Figure 2K; Doust and Kellogg, 2002; Yang et al., 2018). In some cases, we observed aberrant meristematic outgrowths in *brl1* FMs (Figure 2L) which may explain our observations of additional spikelets and bristles within some spikelets (Figure 1, I and J). Our SEM analysis showed that a determinacy program was delayed in the IM, BMs, and SMs of *brl1* mutants.

### The *brl1* locus encodes *SvFUL2*, a MIKC-type MADS-box TF

F2 populations were generated from a cross between the *brl1* mutant and the parental line, A10.1. Wild-type and barrel-like panicle phenotypes segregated with the expected Mendelian 3:1 ratio (139:48; P [χ^2^, 1 d.f.] = 0.83), which indicated that *brl1* is a single locus recessive allele. To map the *brl1* locus, Bulk Segregant Analysis (BSA) was performed (Michelmore et al., 1991; Schneeberger, 2014) with a pool of DNA from 30 *brl1* mutant individuals from the segregating F2 population that was sequenced to approximately 92× coverage (244.2M reads). Reads were aligned to the A10.1 reference genome (phytozome.jgi.doe.gov; version 2.1; Mamidi et al., 2020) and single nucleotide polymorphisms (SNPs) were called using GATK. Three high-confidence, non-synonymous SNPs were identified and supported by high observed allele frequency (Supplemental Figure S2; Supplemental Data Set S1). One candidate SNP disrupted the start codon of Sevir.2G006400, a MIKC-type MADS-box gene, and was supported by whole-genome sequencing of the *brl1* mutant (Figure 3, A and B). Sevir.2G006400 had previously been annotated as *SvFul2* based on phylogenetics and evolutionary developmental analyses (Preston et al., 2009; Zhu et al., 2018). The other two non-synonymous changes which generated missense mutations in Sevir.2G174301 and Sevir.7G048300 on chromosomes 2 and 7, respectively, were not identified by whole-genome sequencing of the *brl1* mutant, indicating that they might be randomly fixed mutations by selfing (Supplemental Data Set S1). Unlike our previous experience with mapping by BSA in this population (Yang et al., 2018), we did not resolve a clear peak in the genomic region surrounding *SvFul2*, likely due to its position at the end of chromosome 2 where recombination rates are relatively higher and break linkage.

**Figure 3:**
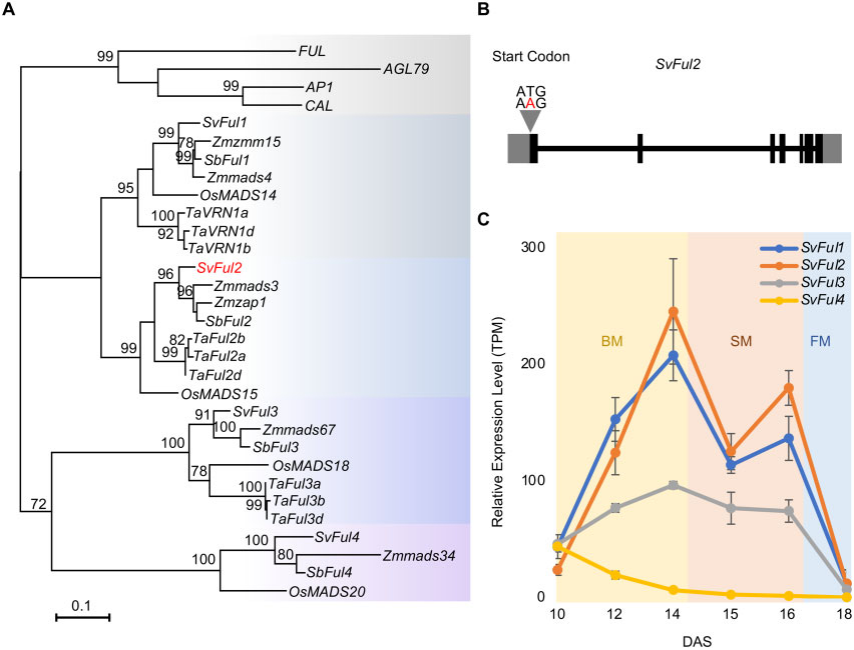
Phylogeny of *AP1/FUL-like MADS-box* genes in grasses and Arabidopsis and their expression profiles during *S. viridis* inflorescence development. A, Phylogenetic analysis of *AP1/FUL-like* MADS-box genes from *S. viridis*, Arabidopsis, and several grass species based on protein coding sequence. *SvFul2* is highlighted in red. *Os* = *Oryza sativa*, *Ta* = *Triticum aestivum*, *Zm* = *Zea mays*, *Sb* = *Sorghum bicolor*, *Sv* = *Setaria viridis*. B, Exon–intron structure of the *SvFul2* gene consists of seven exons (solid rectangles) and six introns (horizontal line). The 5′- and 3′-untranslated regions are shown as gray rectangles. Gray triangle indicates the location of the SNP that disrupts the start codon within the *SvFul2* gene. C, Expression profiles (RNA-seq) of four *S. viridis AP1/FUL-like* MADS-box genes across six stages of early inflorescence development based on the transcriptomics resource described in (Zhu et al., 2018). Error bars indicate standard errors of three to four biological replicates.

We designed a dCAPs marker specific for this SNP and genotyped over 200 segregating F2 individuals. Our genotyping results showed that this SNP co-segregated with the barrel panicle phenotype at 100% (Supplemental Figure S3). Transcript levels of *SvFul2* were strongly reduced in the mutant inflorescence primordia compared to wild-type early in development based on RT-PCR (Supplemental Figure S4).

*SvFul2* encodes the ortholog of *OsMADS15* in rice, an *AP1/FUL-like* MADS-box gene in the MIKC-type subfamily. Consistent with previous phylogenetic studies (Wu et al., 2017; Li et al., 2019), our phylogenetic analysis of *AP1/FUL-lik*e MADS-box genes from *S. viridis* as well as Arabidopsis, rice, wheat, maize, and sorghum showed that *SvFul2* was located in the *FUL2* subclade along with three copies of wheat *Ful2s*, rice *OsMADS15*, and maize *zap1* and *mads3* (Figure 3A;Supplemental Data Set S2). *SvFul2* is more closely related to *SvFul1* (Sevir.9G087300) in the *FUL1* subclade, which includes wheat *VRN1s*, rice *OsMADS14*, maize *zmm15*, and *zmmads4. SvFul3* (Sevir.2G393300) and *SvFul4* (Sevir.3G374401) are located in the *FUL3* and *FUL4* subclades, respectively. By examining a previously generated transcriptomics resource across six sequential stages of early *S. viridis* inflorescence development (Zhu et al., 2018), we found that *SvFul1*, *SvFul2*, and *SvFul3* shared similar spatiotemporal expression patterns, increasing during branching and then decreasing during floral development with a small drop during spikelet specification (Figure 3C). *SvFul1* was expressed highest at 10 and 12 DAS and *SvFul2* expressed more at later stages, which indicate the two may have different functions. Comparatively, *SvFul4* was expressed at lower levels throughout inflorescence development, its expression gradually decreasing after the reproductive transition.

### Gene editing of *SvFul2* validates the mutant phenotype in *S. viridis*

To validate that Sevir.2G006400 (*SvFul2*) is responsible for the observed phenotypes of the *brl1* mutant, we used genome editing. A clustered regularly interspaced short palindromic repeats (CRISPR)/Cas9 construct was designed containing two guide (g)RNAs that specifically targeted the first exon and the first intron of *SvFul2*, respectively, in the highly transformable *S. viridis* accession, ME034 (Figure 4A; Acharya et al., 2017; Van Eck, 2018). In the T1 generation, individual plants carrying a homozygous 540-bp deletion in the first exon of *SvFul2* were selected (Figure 4A;Supplemental Figure S5). We called this genotype *SvFul2_KO.* These were moved forward to generation T2 where they were then outcrossed to ME034 and then selfed to select Cas9-free *SvFul2_KO* plants for phenotyping. *SvFul2_KO* plants displayed phenotypes consistent with those of the *brl1* mutant (Figure 4, B–G). Compared with ME034 normal plants, *SvFul2_KOs* were shorter and branchy with more leaves (Figure 4B;Supplemental Table S1), and panicles displayed increased densities of longer primary branches (Figure 4, C and F; Supplemental Table S1). As observed in *brl1* mutants, panicles of *SvFul2_KO*s took on an indeterminate growth habit (Figure 4D). Flowering time was also delayed in the *SvFul2_KOs* (avg. 20.76 DAS) compared to the ME034 wild-type siblings (avg. 17.87 DAS) by ∼3 d (Figure 4G;Supplemental Table S1). The ME034 accession flowers earlier than A10.1, consistent with the shift in flowering time shown here. SEM analysis of *SvFul2_KO* during early inflorescence development showed floral transition consistent with the ME034 panicle emergence data, and increased branching capacity and IM indeterminacy as observed in *brl1-ref* (Supplemental Figure S6).

**Figure 4:**
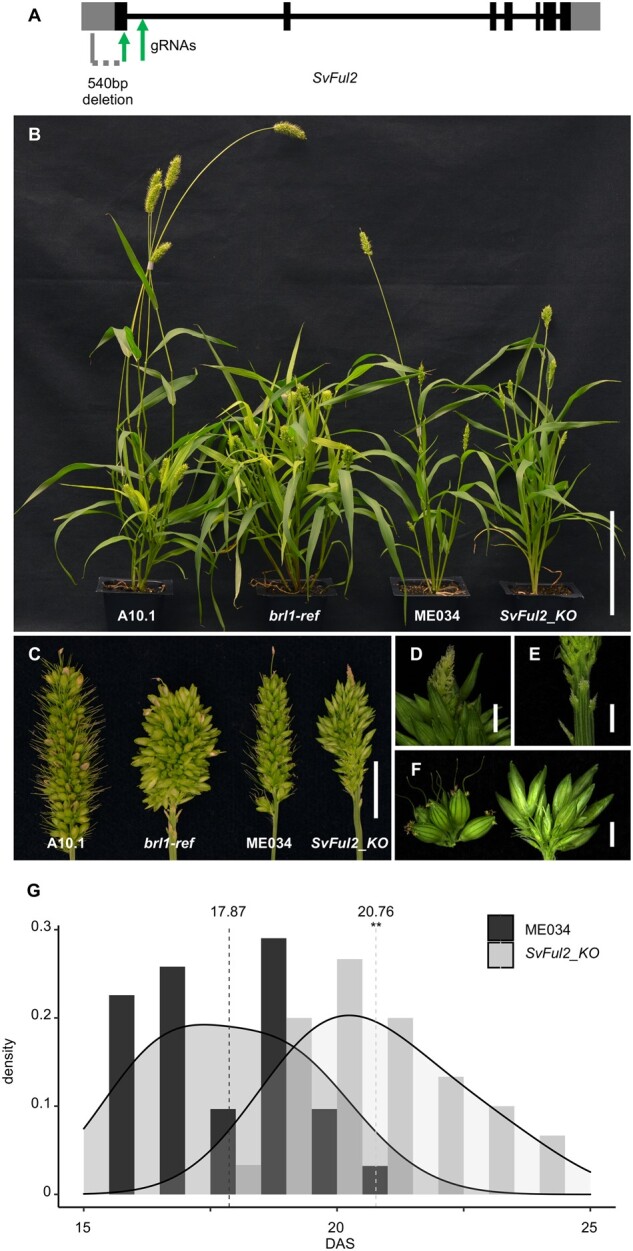
CRISPR/Cas9-based gene editing of *SvFul2* phenocopied the *brl1* mutant. A, Schematic diagram of the *SvFul2* gene model showing locations of the two guide (g)RNAs target sites (green arrows) and the 540-bp deletion region (gray dashed line) in *SvFul2_KO* plants. Plant morphology (B) and inflorescence structure (C) of the *SvFul2_KO* mutant phenocopied that of the *brl1* mutant. From left to right: A10.1, *brl1-ref*, ME034, and *SvFul2_KO* individuals*.* Scale bars = 10 cm and 1 cm in A and B, respectively. Indeterminate IM (D), underdeveloped primary branches at the panicle base (E), and longer primary branches (F, right) were also observed in *SvFul2_KO* panicles. Scale bars = 1 mm. G, Under SD conditions, panicle emergence day of *SvFul2_KO* is significantly delayed compared to ME034. **Student’s *t* test *P* <0.01.

We further tested the allelic relationship between *brl1*-*ref* and *SvFul2_KO* by a genetic cross. *brl1-ref* and *SvFul2_KO* fail to complement and are allelic (Figure 5). Taken together, our analyses support *SvFul2*, Sevir.2G006400, as the locus responsible for the *brl1* mutant phenotypes in *S. viridis*.

**Figure 5:**
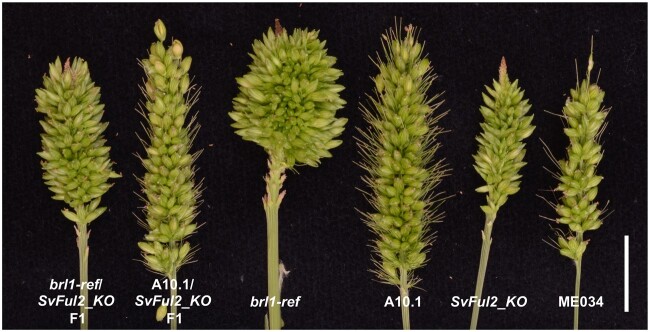
Allelism test between *brl1-ref* and *SvFul2_KO* fail to complement the mutant phenotype. A cross between the *brl1-ref* mutant (A10.1 background) and *SvFul2_KO* (ME034 background) resulted in a bi-allelic F1 that showed an indeterminate panicle phenotype. F1 plants from a cross between A10.1 and *SvFul2_KO* showed normal-looking panicles. From left to right: panicles from *brl1-ref*/*SvFul2_KO* F1, A10.1/*SvFul2_KO* F1, *brl1-ref*, A10.1, *SvFul2_KO*, and ME034. Scale bar = 2 cm.

### Loss of *SvFul2* function alters expression of flowering and meristem determinacy pathways

To determine the molecular mechanisms underlying the complex phenotypes of the *Svful2* mutant, we used RNA-seq to profile gene expression in mutant inflorescence primordia across three key developmental transitions and compared them to equivalent stages in wild-type controls: right before (Stage 1) and after (Stage 2) the floral transition, and during the initiation of spikelet specification (Stage 3; Supplemental Figure S7; Supplemental Data Set S3). Here, we expect to capture transcriptional changes related to both differences in flowering time and meristem determinacy. For each stage, we profiled four biological replicates, each consisting of pooled, hand-dissected inflorescence primordia. Differential expression was determined using DESeq2 (1.22.2). Our analysis found 382, 2,584, and 2,035 differentially expressed genes (DEGs) at Stages 1–3, respectively (Supplemental Data Set S4). Based on Principal Component Analysis (PCA), we observed fewer differences in the mutant transcriptome at Stage 1, suggesting that the main influence of *SvFul2* on inflorescence development begins once the SAM has initiated transition to the IM (Figure 6A). We also observed dynamic shifts in DEGs among the three stages; only 33 DE genes were shared across all three stages, and 149, 451, and 68 were shared between Stages 1 and 2, Stages 2 and 3, and Stages 1 and 3, respectively (Figure 6B). This suggests that *SvFul2* potentially modulates different target genes in various spatiotemporal contexts. Indeed, indirect effects due to differences in cell populations, especially at Stage 3 after phenotypes of *Svful2* and wild-type inflorescences have diverged, likely underlie a portion of stage-specific DEGs.

**Figure 6:**
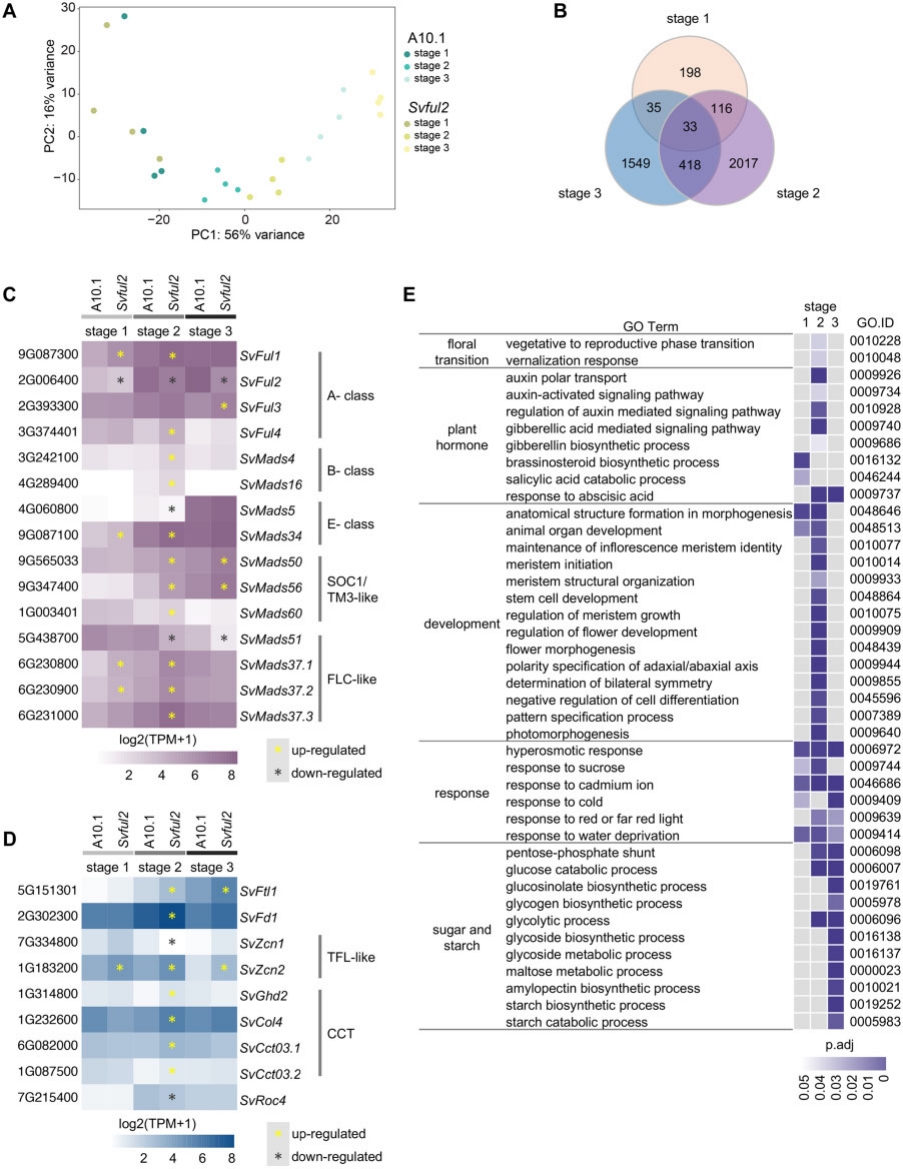
Transcriptional changes in *Svful2* mutants across three stages of inflorescence development. A, PCA showed that biological replicates were well-correlated with each other and that PC1 (explaining 56% of the variance) was associated with developmental stage. Loss-of-function in *Svful2* resulted in fewer transcriptional changes prior to the floral transition with larger changes between genotypes appearing later in development. B, DEGs showed dynamic transcriptional changes across three stages of inflorescence development in *Svful2* mutants. Among DEGs were several encoding MADS-box TFs (C) and known regulators of flowering time (D). TPM values were Log2 transformed to generate heatmaps. Yellow and black asterisks indicate up and downregulated DEGs (FDR < 0.05), respectively. E, Subsets of GO terms that were overrepresented among DEGs at each of the three developmental stages. *P* adj <0.05.

As expected, the *SvFul2* gene itself was significantly downregulated in mutant inflorescences at all three stages (Figure 6C). The other three *S. viridis AP1/FUL-like* genes were significantly upregulated in the mutant, suggesting that the four *AP1/FUL-like* genes may provide some level of functional compensation during inflorescence development. Two B-class genes, *SvMads16* (*AP3*) and *SvMads4* (*PISTILLATA*), which in grasses are typically expressed at low levels prior to floral organ development (Whipple et al., 2004), were upregulated in *Svful2* Stage 2 inflorescences (Figure 6C). In addition, two E-class genes were differentially expressed in mutant inflorescences: *SvMads34* was upregulated at Stages 1 and 2, while *SvMads5* was downregulated at Stage 2 (Figure 6C). In rice, *OsMADS34* coordinates with *AP1/FUL-like* genes, and physically interacts with some of them, to specify IM identity (Kobayashi et al., 2012). In general, E-class genes play partially redundant roles in specifying floral organ identities via protein–protein interactions with other MADS box proteins (Pelaz et al., 2000; Honma and Goto, 2001; Theißen and Saedler, 2001; Ditta et al., 2004).

Since the transition to reproductive growth is delayed in *Svful2* mutants, we expected to see changes in genes and pathways associated with flowering time (Figure 6D). Functional categories related to flowering time were overrepresented among DEGs post-transition at Stage 2, including “vegetative to reproductive phase transition of meristem” (GO:0010228; *P* adj = 3.75e^−02^) and “vernalization response” (GO:0010048; *P* adj = 3.68e^−02^; Figure 6E;Supplemental Data Sets S5 and S6). Homologs of well-characterized genes known to regulate flowering in other species were differentially expressed (Figure 6D). For example, the putative *S. viridis* orthologs of rice *OsFTL1* (Sevir.5G151301, *SvFtl1*) encoding florigen (FT protein) and *OsFD1* (Sevir.2G302300, *SvFd1*), were upregulated at Stage 2. In Arabidopsis, *FD* is repressed by AP1 (Kaufmann et al., 2010). In addition, members of *FLC-like* and *TM3/SOC1-like* MIKC-type MADS-box genes and *CONSTANS-like* genes, which are also implicated in floral transition (Zhang et al., 2015; Huang et al., 2018), were among DEGs upregulated in *Svful2* mutants at Stage 2 (Figure 6, C and D). Putative *S. viridis* orthologs of *zea mays centroradialis* (*zcn*) genes encoding FT homologs were differentially expressed. For example, *SvZcn2* (Sevir.1G183200), which is phylogenetically closest to Arabidopsis *TFL1* (Danilevskaya et al., 2008, 2010), was upregulated in *Svful2* mutants at all three stages. In Arabidopsis, AP1 and TFL1 act antagonistically to repress each other’s expression to modulate flowering time and IM determinacy (Shannon and Meeks-Wagner, 1991; Alvarez et al., 1992; Kaufmann et al., 2010).

Consistent with defects in meristem determinacy, DEGs in *Svful2* mutants were enriched for functions related to meristem development with overrepresented gene ontology (GO) terms such as “meristem initiation” (GO:0010014; p.adj = 7.63e^−04^) and “stem cell development” (GO:0048864; *P*.adj = 0.0046; Figure 6E;Supplemental Data Set S6). Upregulated DEGs included homologs of *AP2-like* genes in maize known to suppress indeterminate growth in the SM, including *indeterminate spikelet1* ( Sevir.9G034800) and *sister of indeterminate spikelet1* (*SvSid1*, Sevir.2G093800; Supplemental Figure S8; Chuck et al., 1998, 2007, 2008). The homolog of rice *MOTHER OF FT AND TFL1* (Sevir.4G169200, *SvMtf1*), which represses SM identity, was also upregulated in *Svful2*, and the ortholog of maize *ramosa2* (*SvRa2;* Sevir.5G116100), which functions to promote meristem determinacy (Bortiri et al., 2006), was downregulated (Supplemental Figure S8).

As a consequence of increased meristem indeterminacy, *Svful2* mutant inflorescences branch more. 

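The GO annotation that the authors generated for *S. viridis* with the GOMAP pipeline was used with the paper's complete list of 382 Stage 1 DEGs. It assigns terms to 38334 genes, and the 678 assignments marked NOT were left out. The terms were taken as assigned to each gene, without adding the parent terms of the GO graph. The term “anatomical structure formation involved in morphogenesis” was assigned to 1579 genes, among them 37 Stage 1 DEGs, where 15.7 were expected by chance. This is a 2.35-fold excess (adjusted p = 0.000606, one-sided Fisher's exact test with Benjamini-Hochberg adjustment over 1886 biological-process terms of at least 10 genes). By the sign of the paper's fold changes, 31 of the 37 genes were downregulated and 6 were upregulated in the mutant. In separate Fisher's exact tests, the 239 downregulated DEGs showed a 3.15-fold excess (adjusted p = 3.5e-05) and the 143 upregulated DEGs a 1.02-fold excess (adjusted p = 1). The difference between the 2 directions was not itself tested. With the annotated genes of the co-expression network as the background, 29 of 338 DEGs carried the term, a 1.74-fold excess that was not significant after adjustment (adjusted p = 0.123, Fisher's exact test). The exact tests treat genes as independent, and their p-values do not measure the spread between replicates. Stage 2 was not analysed here.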

We also found that genes associated with “anatomical structure formation involved in morphogenesis” (GO:0048646) were overrepresented among DEGs at stages 1 (*P*.adj = 0.0027) and 2 (*P*.adj = 3.65e^−08^; Figure 6E;Supplemental Data Set S6), consistent with enhanced expression of genes involved in organogenesis. Among this functional class were putative orthologs of known genes that specify abaxial cell fate, for example, Sevir.1G255800 (*SvYab15*) and *milkweed pod1* (Sevir.6G158800; Candela et al., 2008), and adaxial cell fate, for example, *Rice outermost cell-specific gene5* (Sevir.5G077800) and *PHABULOSA* (Sevir.9G157300); McConnell et al., 2001; Juarez et al., 2004; Zou et al., 2011), which were upregulated in the mutant (Supplemental Figure S8). Alternatively, the putative ortholog of rice *DWARF3, SvD3* (Sevir.4G068300), which functions in suppression of branching through the strigolactone signaling pathway (Zhou et al., 2013), was downregulated (Supplemental Figure S8). The major transcriptome changes observed in loss-of-function mutants at Stage 2 reflect a core function for SvFUL2 in modulating the reproductive transition at the molecular level, but also how it links delayed flowering to suppression of meristem determinacy programs.

### Transcriptional rewiring by perturbation of *SvFul2* reveals sub-networks connecting reproductive transition and determinacy pathways

To further investigate how *SvFul2* connects within a larger gene network to regulate flowering time and meristem determinacy pathways, we used a computational strategy based on weighted gene co-expression network analysis (WGCNA) and a random forest classifier to construct a gene regulatory network (GRN) representing normal inflorescence development in *S. viridis* (A10.1). 

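The co-expression network was built by the authors from wild-type A10.1 inflorescence primordia alone, and no *Svful2* sample entered it. This study contributed 12 wild-type RNA-seq samples, with 4 biological replicates each at Stage 1 (8 DAS), Stage 2 (11 DAS), and Stage 3 (17 DAS). The sample labels give 8 to 9 DAS for Stage 1 and 10 to 11 DAS for Stage 2. According to the methods, 2 of these samples (Stage 1 replicate 4 and Stage 3 replicate 3) were removed as dissimilar to the others, which leaves 3, 4, and 3 samples at the 3 stages, and the samples of the earlier study of A10.1 primordia were added. The authors estimated counts on primary transcripts with Salmon, applied a variance stabilizing transformation, and computed a signed network with WGCNA. In a signed network, genes with opposite expression receive low weights, as do unrelated genes. The network is given as a list of gene pairs, each with its topological overlap, a score that is high when both genes are correlated with each other and with the same other genes. It lists 43548751 undirected pairs with weights from 0.02 to 0.393 and a median of 0.0412. These are 13.6% of the 319981753 possible pairs of the listed genes. A pair with no listed edge therefore has a weight below about 0.02, and its value is not known. Each weight is 1 value over all samples, so that it has no replicate error, and the sequencing depth of single samples was not used here. For each gene, the weights of its edges to genes of its own module were summed as its intramodular connectivity. Because pairs below the minimum are missing, these sums are lower than those of the full network by an amount that was not measured.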

Here, we integrated RNA-seq data from a previous study that captured precise stages of A10.1 inflorescence primordia spanning the IM transition to the development of floral organs (Zhu et al., 2018) with the staged wild-type data collected in this study. 

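The node list of the network holds 25298 genes, each assigned to 1 of 26 modules, and no gene of the unassigned (grey) class is listed. Every listed gene has at least 1 edge. Module sizes ranged from 70 genes (darkorange) to 3909 genes (turquoise), with a median of 700.5. The 3909 genes in turquoise, 2001 in yellow, 1881 in green, and 1313 in pink equal the numbers printed in Figure 7A. Blue held 2668 genes, brown 2411, and magenta 1260. Modules differed in how tightly their genes were connected. In pink, 85.3% of all gene pairs within the module had a listed edge, compared with 59.3% in magenta and 54.5% in brown. Between modules, the median share of listed pairs was 2.02% over 325 pairs of modules. The share ranged from 0% to 61.5% (pink and purple), and was 47.3% for magenta and pink, so that some modules were not clearly separated.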

Using the WGCNA algorithm (Langfelder and Horvath, 2008), we clustered 26,758 genes into 27 co-expression modules (Figure 7A;Supplemental Figure S9 and Supplemental Data Set S7). Module eigengenes (MEs; expression pattern that best fits an individual module) were evaluated for their significant associations with four key developmental events represented in the network: the vegetative-to-reproductive transition (8 and 10 DAS), branching (11, 12, and 14 DAS), meristem determinacy (15–17 DAS), and flower development (18 DAS; Figure 7A). 

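The Stage 1 DEGs of the paper were placed in the modules, since that list is held in full, and Stages 2 and 3 were not analysed here. Of 382 Stage 1 DEGs, 338 were in the network, 138 of them upregulated and 200 downregulated in the mutant by the paper's fold changes. The other 44 were not in the node list. Each of the 26 modules was tested for all, upregulated, and downregulated DEGs with a one-sided Fisher's exact test against the 25298 network genes, with Benjamini-Hochberg adjustment over the 78 tests. Of these tests, 7 passed an adjusted p of 0.05. The test treats genes as independent, although genes of a module vary together. Its p-values are therefore likely too small, and they do not measure the spread between replicates. The wild-type Stage 1 samples left in the network also belong to the comparison that gave the DEGs. By the exact test, the red module held 50 DEGs, 2.22 times the number by chance (adjusted p = 1.98e-06), and 45 of them were downregulated, 3.37 times the number by chance (adjusted p = 2.92e-11). The lightcyan module was enriched for downregulated DEGs, with 13 where 3.98 were expected by chance (adjusted p = 0.00308, exact test), and so was midnightblue, with 12 where 4.33 were expected by chance (adjusted p = 0.0163). The midnightblue result was the least stable, since its adjusted p rose to 1 when only DEGs with an adjusted p under 0.01 were used, and ranged from 0.0143 to 1 over the alternatives. The brown module held 33 DEGs, close to the 32.2 expected by chance (adjusted p = 1, exact test). Some modules held fewer DEGs than by chance, among them turquoise (36 against 52.2), green (9 against 25.1), and salmon (2 against 10.4). The one-sided test does not test for a deficit.

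**Figure D1:**
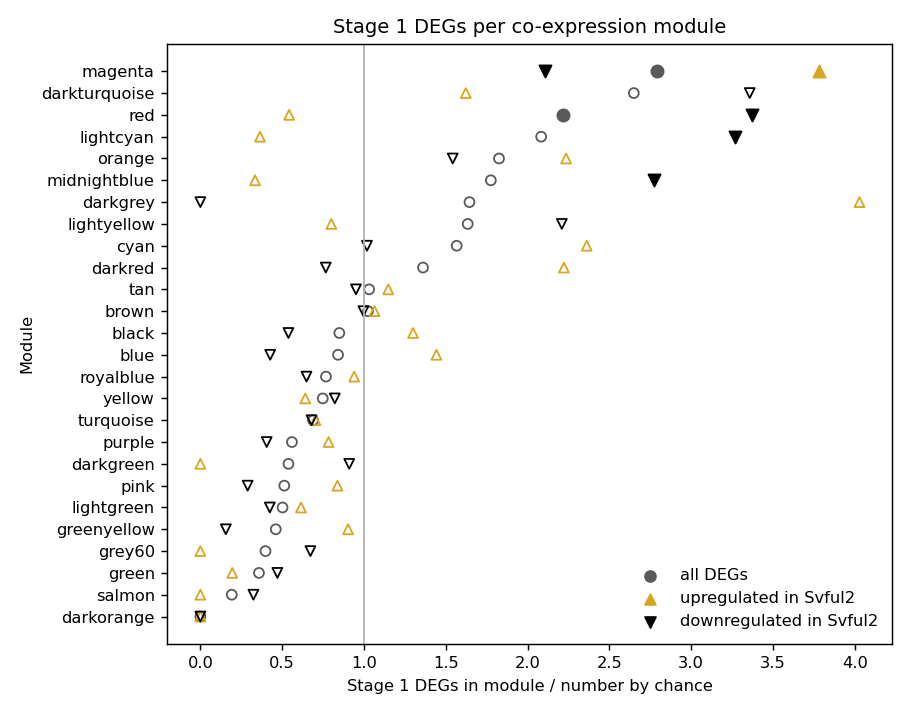
Stage 1 DEGs in each module divided by the number expected by chance (x axis, no unit), for all DEGs (circles), upregulated DEGs (upward triangles), and downregulated DEGs (downward triangles). Filled symbols mark the 7 tests that passed an adjusted p of 0.05, which lie in magenta, red, lightcyan, and midnightblue, and the vertical line marks the number by chance.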

Within each module, we tested for enrichment of genes that were differentially expressed in the *Svful2* mutant, and found several that showed enrichment during key developmental events (Figure 7A). Among these, MEmagenta showed a strong positive correlation with the floral transition and a negative correlation with meristem determinacy (Figure 7, A and B). 

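In the magenta module, 47 genes were Stage 1 DEGs, where 16.8 were expected by chance, a 2.79-fold excess (adjusted p = 7.83e-09, one-sided Fisher's exact test with Benjamini-Hochberg adjustment). By the same exact test, 26 upregulated DEGs were a 3.78-fold excess (adjusted p = 1.09e-07) and 21 downregulated DEGs a 2.11-fold excess (adjusted p = 0.0137). With the paper's 26758 genes as the background, a setting chosen after seeing the data, the excess of downregulated DEGs no longer passed the threshold of the exact test (adjusted p = 0.052, with a range from 0.00902 to 0.052 over the alternatives). This setting counted all 239 downregulated Stage 1 DEGs, including those missing from the node list. The missing DEGs were assumed to be among the 26758 genes, which was not checked. As for the other modules, the exact test treats genes as independent, so that its p-values do not measure the spread between replicates.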

MEmagenta showed enrichment for DEGs in Stages 1 and 2 (Figure 7A). Network analysis of this module revealed *SvMads51* (Sevir.5G438700), which is orthologous to *mads69* from maize, was predicted as a hub node in control of many genes, including the regulator of meristem determinacy *SvSid1* (Liang et al., 2019; Supplemental Figure S10). 

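*SvMads51* (Sevir.5G438700) had listed edges to 1191 of the other magenta genes. By the sum of these weights, it ranked 96 of 1260 magenta genes, within the top 7.62% of the module. The rank depended on how connectivity was measured. *SvMads51* ranked 36 by the number of its magenta edges and 362 when its edges to all modules were summed. *SvSid1* (Sevir.2G093800) ranked 140 and *SvIds1* (Sevir.9G034800) ranked 831. The edge between *SvMads51* and *SvSid1* had a weight of 0.143, and only 2 of the 4028 edges of *SvMads51* were heavier, the heaviest being 0.156. Of the 470297 edges within magenta, 99.2% had a lower weight, with a median of 0.0442. The edge of *SvMads51* to *SvYab15* was 0.0795, to *SvFul4* 0.0667, and to *SvIds1* 0.0516. These edges have no direction, and the directed links of the GRN were not analysed here. From its place in the network, the paper states that *SvMads51* was predicted to control many genes of the module.

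**Figure D2:**
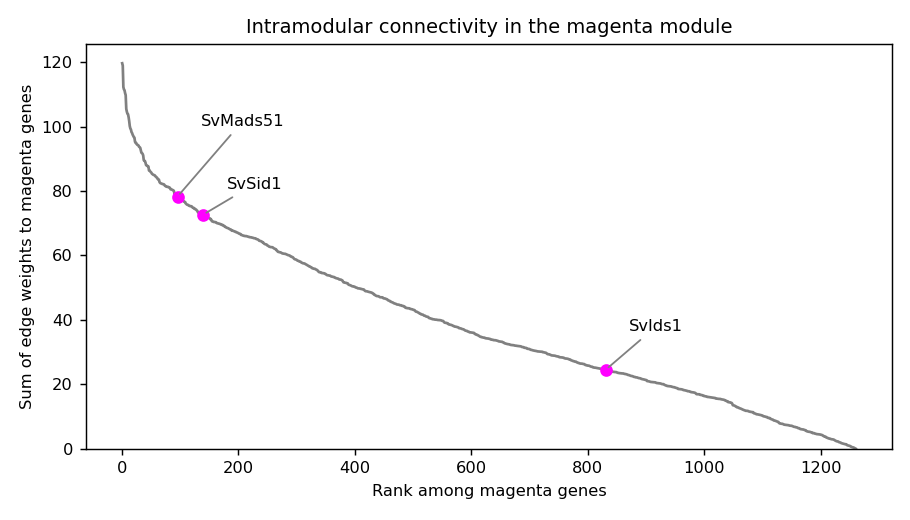
Sum of edge weights to other magenta genes (y axis, topological overlap, no unit) for each magenta gene in order of rank (x axis). *SvMads51* at rank 96 and *SvSid1* at rank 140 lie on the upper part of the curve, and *SvIds1* at rank 831 lies on the lower part.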

In maize, *mads69* has been associated with both floral transition and meristem determinacy. It is located in the maize QTL *Vgt3* associated with flowering time and latitudinal variation, and it was recently validated as the transcriptional regulator of FT genes. Zm*MADS69* was also associated with tassel branch number and tassel branch length (Liang et al., 2019). Alternatively, MEbrown showed a positive correlation with meristem determinacy, but was negatively correlated with the floral transition (Figure 7, A and B). 

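*SvFul2* (Sevir.2G006400) and *SvFul3* (Sevir.2G393300) carry the brown label in the node list, *SvFul1* (Sevir.9G087300) is in cyan, and *SvFul4* (Sevir.3G374401) is in magenta. *SvFul2* had 1961 listed edges, with a median weight of 0.0338 and a highest weight of 0.119. Of these edges, 694 led to brown genes, 576 to blue, 314 to black, 228 to tan, and 5 to magenta. By the sum of its weights to brown genes, *SvFul2* ranked 1946 of 2411 brown genes, and *SvFul3* ranked 1760. Of the edges of *SvFul2*, 736 had at least 2 times the lowest listed weight, and 282 of these led to brown genes. No edge between *SvFul2* and *SvFul3* was listed. The pair shared 485 network neighbours, compared with 232.0 expected by chance from their numbers of edges. That number assumes neighbours spread evenly over all network genes. Genes of the same module tend to exceed it, so that the excess does not show a specific link between *SvFul2* and *SvFul3*.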

*SvFul2* and *SvFul3* were both co-expressed in the brown module, along with 428 DEGs largely at Stages 2 and 3.

**Figure 7:**
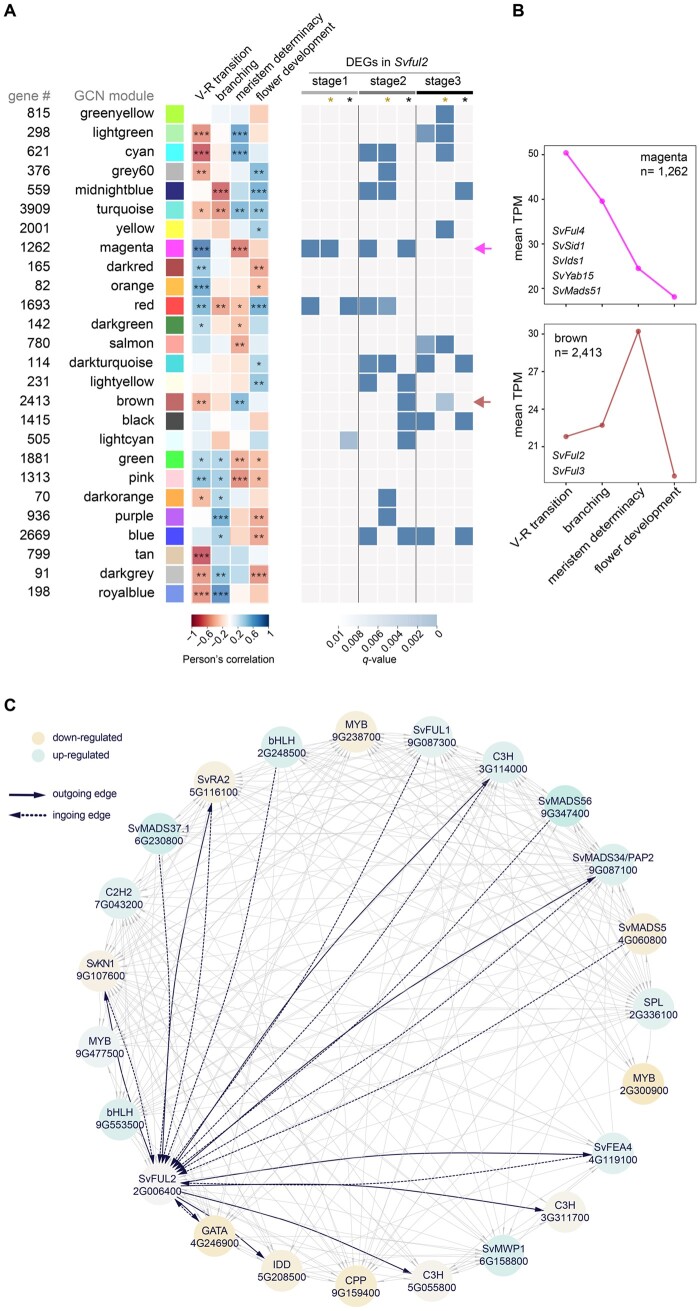
Network analysis reveals transcriptional rewiring in the *Svful2* mutants that links reproductive transition and determinacy pathways. A, *(left)* Heatmap represents the WGCNA ME association with key events during early inflorescence development (vegetative-to-reproductive transition, branching, meristem determinacy, and flower development) in *S. viridis.* Network modules are represented and named with different colors based on the WCGNA default module annotation. Number of genes co-expressed in each module is indicated to the left. Student asymptotic *P* for the ME association are indicated: ***P <0.001; **P <0.01, and *P <0.05. (right) Heatmap represents enrichment of *Svful2* DEGs at each of the three developmental stages profiled in the mutant among the MEs. Gold and black asterisks indicate up- and downregulated genes, respectively, in the *Svful2* mutant compared to wild-type. B, Expression trajectories of MEmagenta and MEbrown across *S. viridis* inflorescence development. *Y*-axis represents the average TPM of co-expressed genes in each module. C, Subnetwork of predicted direct targets of SvFUL2 and its direct upstream regulators based on our GRN. Genes are represented as circles with edges linking specific regulators to their targets. Differential fold change of expression in the *Svful2* mutant background is represented by the colored scale. Darker colors represent higher |fold change|.

We also integrated the co-expression network with information derived from regulatory interactions among TFs and their putative targets based on the GENIE3 algorithm (Huynh-Thu et al., 2010). This complementary approach helped us to infer the directionality and connectivity of important hub genes within the gene network, yielding a directed graph of regulatory interactions. Based on the assumption that expression of a given gene is a function of the expression of the other genes in the network, we applied a regression trees method using as inputs TFs expressed in our dataset (*n* = 1,295) selected based on PlantTFDB (Jin et al., 2017), their expression trajectories in the network and those of other genes, to identify potential TF targets (Huynh-Thu et al., 2010). Regulatory genes and their predicted targets were restricted based on information from differential expression analysis between wild-type and the *Svful2* mutant. We used the resulting regulatory framework to explore functional relationships between SvFUL2, its predicted direct targets, and predicted upstream regulators, particularly in the context of connecting floral transition and meristem determinacy. For example, magenta and brown modules were connected through a bHLH TF (Sevir.2G248500) that was predicted to directly target both SvMADS51 and SvFUL2 (Liang et al., 2019), placing it as a potential regulator at the intersect of flowering time and meristem determinacy (Supplemental Figure S11).

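The directed links were not analysed here, and the values below are from the undirected co-expression network. The bHLH gene Sevir.2G248500 was itself in magenta, where it ranked 85 of 1260 genes by intramodular connectivity. It had 4936 listed edges, of which 1204 led to magenta genes and 5 to brown genes. Its edge to *SvMads51* had a weight of 0.0817, higher than 88.5% of its edges. It had no listed edge to *SvFul2*. The bHLH gene shared 2921 network neighbours with *SvMads51*, compared with 785.9 expected by chance, and 0 with *SvFul2*, compared with 382.6 expected by chance. These expected numbers assume neighbours spread evenly over all network genes, while the bHLH gene and *SvMads51* are in the same module. Between all genes of the magenta and brown modules, 21763 edges were listed, 0.716% of the possible pairs. The paper reports opposite correlations of these modules with development, and a signed network gives low weights to genes with opposite expression. The missing edge and the lack of shared neighbours therefore do not test the predicted link of the bHLH gene to *SvFul2*.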

Our GRN also predicted that SvFUL2 controls several co-expressed TFs previously implicated in developmental processes, and localized to modules that positively associated with branching/meristem determinacy and negatively associated with floral transition (Figure 7C). Among these were SvRA2, and an INDETERMINATE DOMAIN TF, several members of which have been involved in both the floral transition and determinacy, including the founding member from maize, *indeterminate 1* (*id1*; Colasanti et al., 1998; Kozaki et al., 2004). 

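Among the TFs drawn as targets of SvFUL2 in Figure 7C, the heaviest listed edge of *SvFul2* in the co-expression network was to the IDD gene (Sevir.5G208500, lightgreen module), with a weight of 0.0484, higher than 74.2% of the edges of *SvFul2*. The edges to the C3H genes Sevir.3G311700 and Sevir.5G055800, both in darkgrey, had weights of 0.0478 and 0.0463. *SvKn1* (Sevir.9G107600), *SvFea4* (Sevir.4G119100), and *SvRa2* (Sevir.5G116100) were all in the tan module, and their edges to *SvFul2* had weights of 0.0436, 0.0279, and 0.0239. The edge to *SvRa2* was lower than most edges of *SvFul2*, with 18.4% of them below it. *SvMads34* (Sevir.9G087100) and the C3H gene Sevir.3G114000, both in cyan, had weights of 0.0244 and 0.0243. The GATA gene (Sevir.4G246900), in magenta, had no listed edge to *SvFul2*. The weights have no replicate error, and neither a low weight nor a missing edge tests a directed link of the GRN.

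**Figure D3:**
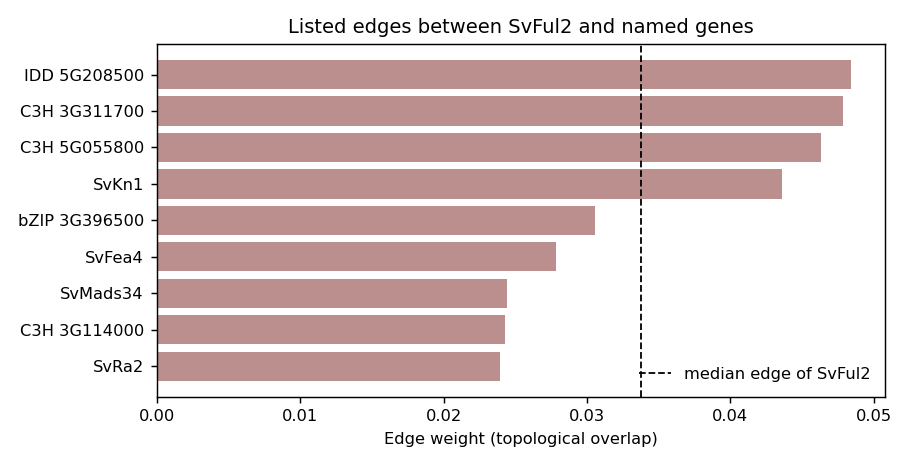
Weights of the listed edges between *SvFul2* and genes named in the paper (x axis, topological overlap, no unit). The dashed line marks the median of all *SvFul2* edges, 0.0338, and 4 of the 9 genes shown lie above it.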

Our analyses point to a possible feedback loop mechanism between SvFUL2 and SvRA2, where *SvFul2* is also a predicted direct target of SvRA2. We also observed putative feedback regulation between SvFUL2 and TFs encoded by putative orthologs of maize *knotted 1* (*kn1*; TALE TF, Sevir.9G107600) and *fasciated ear 4* (*fea4*; bZIP TF, Sevir.4G119100), which promote meristem maintenance and differentiation, respectively (Bolduc et al., 2012; Pautler et al., 2015). Extensive feedback among these developmental TFs could represent endogenous mechanisms for fine-tuning development during the floral transition and patterning of the inflorescence.

## Discussion

According to the classic ABCDE model of floral development in Arabidopsis, A-class *AP1/FUL-like* MADS-box genes have essential functions in modulating the floral transition and floral organ development (Irish and Sussex, 1990; Ferrándiz et al., 2000; Kaufmann et al., 2010). The roles of A-class genes have been the focus of extensive evolution and development studies (Litt and Irish, 2003; Preston and Kellogg, 2007); however, relatively little is known about their functions in grasses. Given the complex branching patterns that arise post-floral transition and prior to flower development in grasses, it is expected that there would be some variation in function. In general, grasses show subtle variations on the traditional ABCDE model, however, the underlying mechanisms are generally conserved (Ambrose et al., 2000; Whipple et al., 2007). Functional redundancy among A-class genes is widespread in grasses, and only recently have simultaneous perturbations in multiple paralogs revealed informative mutant phenotypes, for example, in rice and wheat (Wu et al., 2017; Li et al., 2019). So far there have been no inflorescence phenotypes reported for *AP1/FUL-like* genes in any panicoid species, which include major cereal and energy crops. Therefore, we know little about their specific functions in regulating important agronomic traits such as flowering time and inflorescence determinacy. In this study using *S. viridis* as a model, we characterized a loss-of-function mutant in an *AP1/FUL-like* gene, *SvFul2*, that displayed strong developmental phenotypes, which was unexpected for a single mutant allele. Our morphological and molecular analyses of the *Svful2* mutant provide insights into the roles of *AP1/FUL-like* genes in connecting flowering time and inflorescence determinacy in panicoid grasses, as well as predictions on conserved and novel regulatory interactions underlying the complex phenotypes.

### *SvFul2* is necessary for proper timing of flowering and determinacy programs

Phylogenetic studies have reconstructed the evolutionary history of *AP1/FUL-like* genes in angiosperms (Litt and Irish, 2003; Preston and Kellogg, 2006; Soltis et al., 2007; Wu et al., 2017). The monocot *AP1/FUL-like* clade members evolved independently after the split of monocots and eudicots (Litt and Irish, 2003; Preston and Kellogg, 2007). In the Poaceae clade, four copies of *AP1/FUL-like* genes are derived from three duplication events in the *AP1/FUL* lineage. The first likely occurred during early monocot evolution, giving rise to the *FUL3* clade. The second occurred near the base of the Poaceae, which generated the *FUL1* and *FUL2* clades (Preston and Kellogg, 2006). The last duplication produced the *FUL3* and *FUL4* clades, and *FUL4* was lost in some grass species during evolution (Wu et al., 2017). Such duplication events can lead to functional redundancy and subsequent diversification. In grasses, *AP1/FUL-like* genes are expressed much earlier than in eudicots (Preston and Kellogg, 2007), and their transcripts have been detected in IM, BMs, and SMs in addition to floral organs. In several grass species studied, *FUL1/VRN1/OsMADS14* and *FUL2/OsMADS15* have redundant and/or overlapping spatiotemporal expression patterns in these three meristem types, yet show different patterns within the spikelet. This suggests that in certain grasses, these two genes play redundant roles during the floral transition and in SM identity, but diversified roles in floral organ identity.

Among the grasses, *AP1/FUL-like* genes have been most studied at the functional level in rice and wheat (Wu et al., 2017; Li et al., 2019), where clear functions in flowering time have been demonstrated. The role of *SvFul2* in controlling flowering time is consistent with the significant accumulation of *SvFul2* transcripts (over 100-fold change in expression in the IM) during the transition from SAM to IM (Figure 6C). *SvFul1* and *SvFul3* were also induced during this time (Figure 6C), but fold changes were not as large as for *SvFul2*, similar to what has been shown in rice (Kobayashi et al., 2012). Based on our results and previous studies, the accumulation of *AP1/FUL-like* transcripts in the IM upon the induction of FT is likely required for promoting the reproductive transition, and this is a conserved mechanism in grasses.

The shift from a determinate to indeterminate fate in the IM of *Svful2* mutants (Figures 1F and 2H), which was also observed in the wheat *vrn1-null*; *ful2-null* double mutant, is reminiscent of the *tfl1* mutant phenotype in Arabidopsis (Shannon and Meeks-Wagner, 1991). Previous studies that examined spatiotemporal expression of *FUL1/VRN1/OsMADS14* and *FUL2/OsMADS15* in phylogenetically disparate grasses, showed that they are most abundantly expressed in the tip of the IM (Preston and Kellogg, 2007). In both *Svful2* and wheat *vrn1-null*; *ful2-null* mutants, significant increases in the expression of *TFL1* homologs were detected (Figure 6D; Li et al., 2019). These results suggest that the mechanism for controlling IM determinacy in grasses involves an antagonism between *AP1/FUL-lik*e genes and *TFL1-like* genes, as in eudicots. IM determinacy appears to be very sensitive to the activity of *AP1/FUL-lik*e genes. In wheat, complete loss of both *VRN1* and *FUL2* function leads to an indeterminate IM, while a single functional copy of *VRN1* or *FUL2* in a heterozygous state was able to recover a determinate IM. It has been proposed that indeterminate growth in the IM was derived from a determinate habit in evolution, which involved the modification and/or loss of an early common *TFL1* mechanism (Bradley et al., 1997). This hypothesis could explain this apparent sensitivity.

The strong phenotypes we observed in *S. viridis* by a single knockout of an *AP1/FUL-like* gene indicate its central role in controlling multiple developmental processes. Interestingly, the co-expression of closely related paralogs, *SvFul1* and *SvFul3*, with *SvFul2* does not seem to provide much functional compensation, but we did see both genes upregulated upon *SvFul2* perturbation (Figure 6C). *SvFul2* was expressed at high levels (highest among other *AP1/FUL-like* genes) at most of the developmental stages we examined (Figure 3B). The localized expression of *SvFul2* mRNAs was previously analyzed by in situ hybridization in a study by (Preston and Kellogg, 2007) to evaluate developmental expression patterns of *AP1/Ful-like* genes in inflorescence primordia across grasses. They showed that *SvFul2* transcripts accumulated largely in the IM during early inflorescence development, consistent with its role in floral transition and determinacy. In addition, transcripts were detected in BMs and SMs, also consistent with indeterminacy in these meristem types in the loss-of-function *Svful2* mutant. Expression patterns of *SvFul1* and *SvFul2* overlapped in these meristems but interestingly, diverged in developing FMs (Preston and Kellogg, 2007). *SvFul2* showed distinct expression in marking floral organ primordia of the first two whorls, however, in our analyses of the *Svful2* mutant, development of these organs appeared unaffected. This suggests that other factors potentially compensate for loss of *SvFul2* in proper floral organ development in *S. viridis*.

The functional redundancy of *AP1/FUL-like* genes in grasses provides an opportunity for diversification of function, and a toolkit for fine-tuning development of desired traits.

### *SvFul2* as an integrator of flowering time and inflorescence determinacy

Connections between flowering time signals and meristem determinacy pathways in the inflorescence have been highlighted in various grass species. A strong flowering signal can impose meristem determinacy when perceived by the developing inflorescence (Dixon et al., 2018). For example, wheat *Ppd-1*, which functions in a *Ppd*-dependent floral induction pathway, suppresses paired spikelet formation through modulation of FLOWERING LOCUS T (Boden et al., 2015). The paired spikelet phenotype is associated with enhanced indeterminacy. In maize, loss-of-function in *id1*, a key player in the floral transition, leads to complete loss of meristem determinacy; instead of floral organs, plantlets are developed from every spikelet in mutant tassels (Colasanti et al., 1998). Meristem identity genes, for example, *AP1/FUL-like* genes, have been proposed to function downstream of the flowering signal to promote meristem determinacy and reshape inflorescence architecture (Dixon et al., 2018).

In our study, the important role of *SvFul2* in coordinating flowing time and meristem determinacy is not only supported by its strong pleiotropic phenotypes, but also reflected in our predictions of regulatory relationships between SvFUL2 and its upstream modulators and downstream targets. Several MADS-box TFs, most of which are homologs to those implicated in flowering time, were predicted to directly target *SvFul2* (Figure 7C). We also identified a bHLH TF of unknown function predicted to target both *SvFul2* and *SvMads51*, which is the syntenic ortholog of the maize flowering time regulator *mads69*, and therefore a potential integrator of floral transition and meristem determinacy (Supplemental Figure S11). Interestingly, several other MADS-box TFs were shown to directly target *SvFul2* based on predictions in our GRN: SvMADS37.1 (Sevir.6G230800), SvMADS56 (Sevir.9G347400), SvMADS5 (Sevir.4G060800), SvMADS34/PAP2 (Sevir.9G087100), and SvFUL1 (Figure 7C). *SvMads34/Pap2* was also predicted to be a direct target of SvFUL2. These predictions are consistent with previous studies showing regulatory interactions among MADS-box TFs during the floral transition and inflorescence development. In rice, OsMADS37 and OsMADS56 have been functionally characterized as flowering time regulators. *OsMADS34*/*PAP2* has been shown to function redundantly with rice *AP1/FUL-like* genes to promote flowering and SM determinacy (Kobayashi et al., 2010, 2012), and *OsMADS5* is involved in spikelet identity (Wu et al., 2018). Our analysis indicates that SvFUL2 may function as a core integrator at the interface of these closely linked developmental programs through feedback coordination with several other developmental TFs.

Our network analysis also uncovered potential feedback regulation between SvFUL2 and SvRA2 (Figure 7C), which could point to a conserved mechanism by which flowering links to AM determinacy in grasses. *SvRa2* is the ortholog of maize *ra2* and barley *Six-rowed spike4* (*Vrs4*; Bortiri et al., 2006; Koppolu et al., 2013). Both *ra2* and *Vrs4* function in imposing determinacy on spikelet pair meristems and triple SMs in maize and barley, respectively. Although several downstream targets of *ra2* and *Vrs4* have been identified through genetic and/or transcriptomics analyses (Bortiri et al., 2006; Bai et al., 2012; Koppolu et al., 2013; Eveland et al., 2014), upstream regulators have not been described. Unlike other genes in the RAMOSA pathway, *ra2* function is highly conserved across grasses and expresses early during AM initiation, and temporally after the expression of *AP1/FUL-like* genes (Bortiri et al., 2006; Koppolu et al., 2013; Zhu et al., 2018). In addition, localization studies have shown that *ra2* and *SvFul2* are expressed in overlapping domains within BMs during early inflorescence development (Bortiri et al., 2006; Preston and Kellogg, 2007; Koppolu et al., 2013). The conserved spatiotemporal expression pattern of *ra2* is consistent with it being downstream of FUL2 to potentially coordinate the flowering signal with regulation of meristem determinacy. Further functional studies are required to determine the genetic and molecular interactions between RA2 and FUL2.

In maize, over-expression of the maize *AP1/FUL-like* gene, *zmm28*, enhanced grain yield potential through improved photosynthetic capacity and nitrogen utilization (Wu et al., 2019). Direct targets of ZMM28 revealed through integrated RNA- and ChIP-seq analyses included genes involved in photosynthesis and carbohydrate metabolism. Homologs of several of these targets were differentially expressed in *Svful2* mutants, including *photosystem I light-harvesting complex gene 6* (Sevir.2G22720), a gene encoding a pyruvate orthophosphate dikinase (Sevir.3G253900), and gene encoding a bZIP TF (Sevir.3G396500). Although *SvFul2* encodes a different *AP1/FUL-like* gene in a different spatiotemporal context, we also observed changes in genes associated with photosynthesis and with sugar and starch metabolism in Stage 3 inflorescences where the mutant was highly indeterminate compared to wild-type. There could be common regulatory interactions between *AP1/FUL-like* genes associated with photosynthesis, carbon allocation, and sugar signals that link flowering time cues from the leaf to inflorescence architecture. We know little about the mechanisms by which sugar signals interface with development, but clear links, for example with trehalose-6-phosphate, underlie flowering time (Wahl et al., 2013), and meristem determinacy (Satoh-Nagasawa et al., 2006).

The striking phenotype displayed in loss-of-function *Svful2* mutants enables us to more clearly define molecular connections between flowering time and various aspects of IM determinacy. One question that comes to mind is why do the pathways regulated by *SvFul2* in *S. viridis* have fewer checks and balances in terms of functional redundancy compared to other grasses? Since *S. viridis* is an undomesticated weed, one hypothesis is that selection against indeterminacy phenotypes in inflorescences of modern cereal crop species masks the ability to recover individual functions of A-class genes at the phenotypic level. Furthermore, perhaps the phenotypes presented in *Svful2* mutants provide plasticity in *S. viridis*’s adaptability to a wide range of environmental conditions. In any case, our analyses of this mutant provide a glimpse into *AP1/FUL-like* gene function in panicoid grasses and predict regulatory interactions linking key yield traits that can be translated to important cereal and energy crops.

## Methods

### Plant materials and growth conditions

The *brl1-ref* mutant allele was isolated from an NMU mutagenized M2 population of *S. viridis* (Huang et al., 2017). The mutant allele was backcrossed to the reference mutagenized line (A10.1) and selfed to generate F2 segregating populations. F4 seeds were used for phenotyping, SEM, and RNA-seq experiments. *Setaria viridis* plants for phenotyping were grown under either SD (12-h light/12-h dark) or LD (16-h light/8-h dark) conditions (31°C/22°C [day/night], 50% relative humidity, and light intensity of 400 µmol/m^2^/s) in a controlled high-light growth chamber at the Danforth Center’s growth facility. *Setaria viridis* plants used for SEM and RNA-seq were grown under the SD conditions.

### SEM analysis

For SEM analysis, *brl1* mutant and wild-type inflorescence primordia were harvested from young seedlings to examine the developmental defects of mutants. Samples were fixed, hand-dissected, and dehydrated as described (Hodge and Kellogg, 2016). The dehydrated samples were critical point dried using a Tousimis Samdri-780a and imaged by a Hitachi S2600 SEM at Washington University’s Central Institute of the Deaf.

### Histology

Wild-type and mutant inflorescence primordia were harvested right after the vegetative-to-reproductive transition at 11 and 15 DAS, respectively. The samples were fixed, embedded, and sectioned as described by (Yang et al., 2018). Sections (10 µm) made with a Microm HM 355S microtome (ThermoFisher, Waltham, MA, USA) were deparaffinized, stained with eosin, and imaged with a ZEISS AxioZoom microscope.

### Bulked segregant analysis

M3 mutant individuals were crossed to the A10.1 reference line and resulting F1 individuals were self-pollinated to generate segregating F2 families. The F2 individuals with mutant and wild-type phenotypes were identified, and the segregation ratio was tested by a χ^2^ test. DNA extracted from 30 *brl1* mutant individuals was pooled to generate a DNA library. The DNA library was made using the NEBNext Ultra DNA Library Prep Kit for Illumina (NEB), size selected for inserts of 500–600 bp, and sequenced with 150-bp paired-end using standard Illumina protocols on Illumina Hi-Seq 4000 platform at Novogene. DNA libraries for whole-genome sequencing were generated from a single *brl1* mutant individual in the M2 generation and sequencing with 100-bp single end on Illumina Hi-Seq 2,500 platform at University of Illinois, Urbana-Champaign W.M. Keck sequencing facility. Read mapping and SNP calling by GATK (3.5-0-version 3.5-0-g36282) were performed as described (Huang et al., 2017).

### Phylogenetic analysis

The coding sequences of Arabidopsis, *S. viridis*, maize, sorghum, rice, and wheat *AP1/FUL-like* family genes were obtained from Phytozome (phytozome. jgi.doe.gov; Supplemental Data Set S2) and aligned using ClustalW to build a maximum likelihood tree with bootstrapping (1,000 iterations) in MEGA7 (Kumar et al., 2016).

### CRISPR/Cas9 gene-editing

The genome sequence of *SvFul2* (Sevir.2G006400) was obtained from the *S. viridis* version 2.1 genome (https://phytozome.jgi.doe.gov/). CRISPR-P version 2.0 (Liu et al., 2017) was used to design guide (g)RNAs to minimize off-targets. Two gRNAs targeting *SvFul2* were designed at the first exon and the first intron, 133- and 395-bp downstream of the ATG start codon, respectively. Using a plant genome engineering toolkit (Čermák et al., 2017), gRNAs were combined into a level 0 construct followed by insertion into a plant transformation vector. PCR amplified fragments from pMOD_B_2303 were merged using golden-gate cloning with T7 ligase and SapI/BsmBI restriction enzymes back into the pMOD_B_2303 backbone to express the two gRNAa from the CmYLCV promoter, each flanked by a tRNA. This construct, along with pMOD_A1110 (a wheat codon-optimized Cas9 driven by the *ZmUbi1* promoter) and pMOD_C_0000 modules, were combined in a subsequent golden-gate cloning reaction with T4 ligase and AarI restriction enzyme into the pTRANS_250d plant transformation backbone. The final construct was cloned into *Agrobacterium tumefaciens* line AGL1 for callus transformation of *S. viridis* ME034 at the DDPSC Tissue Culture facility. T0 plantlets were genotyped for the presence of the selectable marker, hygromycin phosphotransferase to validate transgenic individuals. In the T1 generation, individual plants with possible mutant phenotypes were selected and the region of the target sites was amplified using PCR and sequenced. A homozygous 540-bp deletion in the first exon of *SvFul2* was identified. These T1 mutants were self-pollinated to obtain T2 progeny and outcrossed to ME034 and then selfed to select Cas9-free *SvFul2_KO* plants. Primer sequences used for vector construction and genotyping are listed in Supplemental Table S2.

### RNA-seq library construction, sequencing, and analysis

Poly-A^+^ RNA-seq libraries were generated from pools of hand-dissected inflorescence primordia from wild-type and *Svful2* mutant seedlings. Wild-type primordia were sampled at 8, 11, and 17 DAS while, accounting for the mutant’s developmental progression, *Svful2* primordia were sampled at 9, 15, and 21 DAS. For each developmental stage, four biological replicates were collected, for a total of 24 data points.

RNA was extracted (PicoPure RNA isolation kit; Thermo Fisher Scientific) and subjected to library preparation from 500 ng of total RNA using the NEBNext Ultra Directional RNA Library Prep Kit (Illumina, San Diego, CA, USA), size-selected for 200-bp inserts, and quantified on an Agilent bioanalyzer using a DNA 1,000 chip. RNA-seq libraries were processed using an Illumina HiSeq 4000 platform at Novogene with a 150-bp paired-end sequencing design. On average, for each data point ∼20 million cleaned reads were generated. RNA-seq reads were quality checked and processed using the wrapper tool Trim Galore (version 0.4.4_dev) with the parameters “–length 100 –trim-n –illumine.” Cleaned reads were mapped to the *S. viridis* transcriptome (Sviridis_500_version 2.1; Phytozome version 12.1, phytozome.jgi.doe.gov) using Salmon (0.13.0) with the parameters “–validateMappings –numBootstraps 30,” based on an index generated by primary transcripts (*n* = 38,209). Gene normalized expression levels (transcript per kilobase million [TPM]; Supplemental Data Set S3) and the count matrix for downstream analyses were determined from Salmon output files and imported in R using the Bioconductor package *tximport* (Soneson et al., 2015).

Sample variance was computed based on PCA with the function *dist* and *plotPCA* on variance stabilizing transformation (vst) scaled data. Analyses of differential expression were performed using the Bioconductor package *DESeq2* (version 1.22.2) with default parameters for the Wald test. The Benjamini–Hochberg method for multiple testing correction was used to classify DEGs passing the *P*-value adjusted cut-off of 0.05.

For GO enrichment analysis, we generated a refined *S. viridis* GO annotation (Supplemental Data Set S5) using the GOMAP pipeline (https://gomap-singularity.readthedocs.io; Wimalanathan and Lawrence-Dill, 2019) to determine overrepresentation of GO terms within gene sets with the Bioconductor package *topGO*. GO testing was performed based on the Fisher’s exact test method.

DE genes enriched in GCN modules were obtained based on the enrichment analysis using the function *enricher* from the Bioconductor package *clusterProfiler* (Yu et al., 2012) Benjamini–Hochberg multiple test corrections.

### Weighted gene co-expression network analysis

In addition to the samples described above, we included previously described wild-type *S. viridis* inflorescence primordia samples (Zhu et al., 2018): 23 additional data points from 6 inflorescence stages (10, 12, 14, 15, 16, and 18 DAS). This dataset (GSE118673) was re-processed using the same methods described above and used to build a reference wild-type gene co-expression network spanning *S. viridis* inflorescence organogenesis, from the transition to reproductive phase to flower development. To reduce samples bias, we first filtered out genes with less than 10 counts (row sum ≤10), then we calculated the Euclidean distance and Pearson’s correlation among samples and removed all replicates with *rho* coefficient <0.92 or with a Euclidean score <0.8. Based on this, two samples were removed (8 DAS rep 4 and 17 DAS rep 3). Read counts from genes (*n* = 26,758) and samples (*n* = 33) passing the above filters were normalized with vst using the function *vst* from the Bioconductor package *DESeq2.*

A signed co-expression network was built using the *blockwiseModules* function from the *WGCNA* R package (Langfelder and Horvath, 2008) with the parameters: “power = 16, corType = "bicor", minModuleSize = 30, mergeCutHeight = 0.25, maxBlockSize = 30,000, MaxPoutlier = 0.05, minModuleSize = 20.” The topological overlap matrix was calculated from the *blockwiseModules* function using the parameter “TOMType = ‘signed.’”

The module-to-developmental stage association was conducted evaluating the significance correlation of the ME and four key developmental stages defined as: (1) vegetative-to-reproductive transition (8 and 10 DAS); (2) branching (11, 12, and 14 DAS); (3) meristem determinacy (15–17 DAS); and (4) flower development (18 DAS). To conduct this analysis, we created a metafile where all samples were classified according to the four key stages. The R function *cor* and *corPvalueStudent* were used to test the correlation between ME and the stages. *Rho* values were used to identify relationship between modules and developmental stages. Modules with *rho* > |0.8| were considered strongly correlated to the developmental stages.

To predict targets of *S. viridis* TFs we built a complementary network using a machine learning approach with the Bioconductor package GENIE3 (Huynh-Thu et al., 2010). *Setaria viridis* TFs were downloaded from PlantTFDB (http://planttfdb.gao-lab.org; Jin et al., 2017) and overlapped with the expression matrix used in the WGCNA analysis to identify the expressed TFs in our dataset (*n* = 1,265). These TFs were used as probes to predict regulatory links between the putative targets and their expression trajectories in our dataset. We ran GENIE3 with the parameters “treeMethod = "RF", nTrees = 1,000” and putative target genes were selected with a weight cutoff ≥0.005. Networks were explored and plotted using the R package *iGraph.*

### Data accessibility

All sequence data, including whole-genome sequence data, raw and processed RNA-seq data, and associated metadata have been deposited in the NCBI Gene Expression Omnibus under accession number GSE156047.

### Accession numbers

GenBank accession numbers for *S. viridis AP1/FUL-like* genes are as follows: *SvFul1* (XM_034716904; Sevir.9G087300), *SvFul2* (XM_034727736; Sevir.2G006400), *SvFul3* (XM_034726136; Sevir.2G393300), and *SvFul4* (XM_004962888; Sevir.3G374400). A more complete list of accession numbers for *AP1/FUL-like* genes discussed in this manuscript can be found in Supplemental Data Set S2.

## Supplemental data

The following supplemental materials are available in the online version of this article.

**Supplemental Figure S1.** Additional characteristics of the *brl1* mutants (supports Figure 1).

**Supplemental Figure S2.** BSA analysis of the *brl1* locus.

**Supplemental Figure S3.** Genotyping of *brl1* F_2_ seedlings using a designed dCAPS marker for the SNP located at the start codon of *SvFul2*.

**Supplemental Figure S4.** RT-PCR results showing the reduced *SvFul2* expression level in mutant inflorescence primordia compared with A10.1.

**Supplemental Figure S5.** PCR genotyping of the *SvFul2_KO* CRISPR edited line.

**Supplemental Figure S6.** Morphological analysis of early inflorescence development in *SvFul2_KO* by SEM.

**Supplemental Figure S7.** Three key developmental transitions of *brl1* mutant and wild-type inflorescence development captured by RNA-seq profiling gene expression.

**Supplemental Figure S8.** Dynamic expression differences of genes related to meristem maintenance, plastochron, abaxial/adaxial cell fate, and meristem determinacy between wild-type and *Svful2* mutant.

**Supplemental Figure S9.** Dendrogram representing relatedness among genes based on expression across all samples and their respective module assignments (indicated by color classification).

**Supplemental Figure S10.** Gene co-expression subnetwork of the magenta module showing the relationship among key transcriptional regulators and hub genes.

**Supplemental Figure S11.** Gene regulatory sub-network showing predicted targets of SvMADS51 and its direct upstream regulators.

**Supplemental Table S1.** Phenotypic measurements of *SvFul2-KO* plants

**Supplemental Table S2.** Table of primers used in this study

**Supplemental Data Set S1.** High-confidence SNP calls for the *brl1* mutants.

**Supplemental Data Set S2.** Alignment of coding sequences of *AP1/FUL-like* genes by ClustalW.

**Supplemental Data Set S3.** Transcript abundances (TPM) for all annotated *S. viridis* genes (version 2) in the wild-type compared with *Svful2* mutant inflorescence primordia.

**Supplemental Data Set S4.** DEGs with annotation at three developmental stages determined by DESeq2.

**Supplemental Data Set S5.** GOMAP for *S. viridis.*

**Supplemental Data Set S6.** Overrepresentation of functional classes among DEGs based on GO term enrichment.

**Supplemental Data Set S7.** Weighted gene co-expression network generated with the R package WGCNA (available at GEO: GSE156047).

## Supplementary Material

kiab169_Supplementary_Data Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

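The values come from 3 deposited tables, which are an edge list and a node list of the wild-type co-expression network and a GO annotation of *S. viridis* genes. None of them has a column for a single sample (0 such columns were found). The series holds 24 RNA-seq samples, 4 replicates for each genotype and stage, and 2 DNA samples of the *brl1* mutant. Differential expression, the principal component analysis, the bulked segregant analysis, and the directed links of the GRN were not analysed here. Of the wild-type samples, 10 entered the network after the authors removed 2, together with samples of an earlier study. Sequencing depth per sample was not used, and network weights and module sizes have no replicate error.

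The authors mapped reads to primary transcripts of the version 2.1 transcriptome with Salmon, imported the estimated counts, applied a variance stabilizing transformation, and built a signed network with WGCNA from biweight midcorrelations. The deposited weight is a score, the topological overlap of a gene pair, and only pairs of at least about 0.02 are listed. This minimum lowers connectivity for genes with many weak edges, leaves the value of an unlisted pair unknown, and can drop genes from the node list. The module of a gene is a label given by the authors. The GO annotation was made by the authors with the GOMAP pipeline.

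From the edge list, the number of edges and the sum of weights were computed for each gene, within its module and over all modules. The rule for naming genes was every gene that the paper names by identifier in its results, its discussion, or Figures 6 and 7, and the 5 genes of highest intramodular connectivity in magenta and in brown. Of these 10 highly connected genes, which the tables used do not pair with names, 2 for each module are named in the text. The list of genes that the paper names holds 50 genes, all of them in the node list. It leaves out 3 genes that the paper names, a pair of genes with missense changes in the bulked segregant analysis and a photosystem I gene of the discussion. The complete Stage 1 DEG list of the paper (382 genes, with the paper's fold changes and adjusted p-values) was tested against modules and GO terms with one-sided Fisher's exact tests and Benjamini-Hochberg adjustment. These tests treat genes as independent, although genes of a module vary together, so that their p-values do not measure the spread between replicates. The lists of the other stages were not tested. GO terms were used as assigned, without the GO graph, and the 678 assignments marked NOT were left out. Module colours were shuffled over genes 1000 times, and connectivity was permuted 100000 times. Gene order was taken from the locus numbers. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pyarrow 21.0.0, and matplotlib 3.10.9.

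The tests were checked on simulated data. With 300 genes drawn from the 25298 network genes and genes of chosen modules drawn with a weight of 3, 91% of the chosen modules were called, and 2% of lists drawn at random gave a call. Only modules at least as large as lightcyan (503 genes) were chosen. Each simulated list was adjusted alone, while the real adjustment covered 78 tests of 3 lists. Recovery was therefore not measured for smaller modules or for the shorter lists of upregulated and downregulated DEGs. With 300 of 38334 annotated genes and a weight of 6 for a chosen term, 76% of terms of 200 to 1000 genes were called, which is below the 90% set as the goal beforehand. The p-values equalled those of an independent Fisher's exact test, and recovery was then split by term size, after that shortfall was seen. It was 64% for terms of 200 to 300 genes, 82% for 300 to 400, and 96% for more than 400, and 2% of lists drawn at random gave a call. The GO test can therefore miss smaller terms.

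The alternatives were stricter DEG lists, a two-sided test, other backgrounds, other minimum term sizes, upregulated and downregulated DEGs apart, other measures of connectivity, other definitions of neighbouring genes, and permutation within modules.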

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

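Some alternatives were chosen after seeing the data. These are the background of the paper's 26758 genes, both rankings among annotated regulators, neighbours among network genes only, neighbours without similar annotation, and permutation within modules. The others were set before the data were examined. No paired analysis was possible because the tables used have no columns for single samples.

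The enrichment kept its side of the threshold under each alternative run for all and upregulated DEGs in magenta, all and downregulated DEGs in red, and downregulated DEGs in lightcyan. Over 7 results and 28 alternatives, 24 kept their side of the threshold and 4 lost it, and none changed direction. The excess of all DEGs in magenta ranged from 2.61-fold to 3.43-fold. The 4 that lost it were the downregulated DEGs of magenta with the paper's gene number as background, and those of midnightblue with that background, with DEGs under an adjusted p of 0.01, and with DEGs of an absolute log2 fold change of at least 1. The number of tests past the threshold with an excess of DEGs was 7, and 5 to 9 under the alternatives, but not always for the same modules. Modules with fewer DEGs than by chance, which the two-sided test can also call, were not counted. With DEGs of an absolute log2 fold change of at least 1, all DEGs in lightcyan (adjusted p = 0.000742, Fisher's exact test) and all and upregulated DEGs in cyan (adjusted p = 0.038 and 0.012) also passed, and with DEGs under an adjusted p of 0.01, all DEGs in lightcyan did (adjusted p = 0.0498).

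The rank of *SvMads51* in magenta moved from 96 to 36 by the number of edges, to 133 with only the top 10% of weights, and to 362 with edges to all modules. The GO annotation does not mark *SvMads51*, a MADS-box gene, as a transcription factor, so that the annotated set may miss other regulators. Added to the magenta genes annotated as transcription factors, *SvMads51* ranked 7 of 62. With those annotated for regulation of transcription as well, it ranked 14 of 143. Where it stood among annotated transcription factors was known before the wider set was chosen. The edge to *SvSid1* was above 99.9% of the edges of *SvMads51* and above 99.0% of those of *SvSid1*. The rank of *SvFul2* in brown moved from 1946 to 2029 by the number of edges and to 1879 with only edges of at least 2 times the lowest weight, which left 736 edges. The cause was not tested.

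The GO results depended on the background and on direction. Past an adjusted p of 0.05 were 54 terms, but 20 with network genes as the background and 5 for upregulated DEGs alone. For “anatomical structure formation involved in morphogenesis” the excess fell to 1.74-fold (adjusted p = 0.123, Fisher's exact test) with network genes as the background, and to 1.02-fold (adjusted p = 1) for upregulated DEGs alone, with adjusted p from 3.5e-05 to 1 over the alternatives. The cause was not tested.

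The mean connectivity percentile of Stage 1 DEGs lay below that of permuted genes by a difference of -2.02 points (p = 0.196, permutation test), and above it by 2.29 points when genes were permuted within modules (p = 0.0876). Neither passed the threshold. The share of neighbouring genes in the same module stayed above all shuffles under each alternative run, from 8.58% to 10.1%, but the removal of pairs of identical GO term sets could not have given another outcome.

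No grey gene is listed, so that the alternatives without grey genes for the backgrounds and the connectivity change nothing and were not run. Those for differential expression and for directed links were not run, since no such values were used.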

Differences from the paper's values

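For “anatomical structure formation involved in morphogenesis” among Stage 1 DEGs, the adjusted p was 0.000606, and the paper's is 0.0027. No alternative set before the data were examined came within 1.5 times of it. The adjusted p was 0.000888 with terms of at least 5 genes, 0.123 with network genes as the background, 1 for upregulated DEGs, and 3.5e-05 for downregulated DEGs.

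At an adjusted p of 0.05, 54 terms were overrepresented among Stage 1 DEGs, and the paper's table lists 34. All 34 of the paper's terms were among the 54. With terms of at least 5 genes the number was 47, and for downregulated DEGs it was 37, both within 1.5 times of the paper's. These counts are not the same terms, since all 34 of the paper's terms were among the 47 but 21 of them among the 37. The number was 20 with network genes as the background, 18 of them in the paper's table, and 5 for upregulated DEGs, 3 of them in the paper's table, and both are more than 1.5 times from the paper's.

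For “anatomical structure formation involved in morphogenesis”, the paper relates the overrepresentation of this term at Stages 1 and 2 to higher expression of genes for organ formation. Of the 37 Stage 1 DEGs with this term, 31 were downregulated and 6 upregulated by the paper's own fold changes. The paper's table counts 47 Stage 1 DEGs and 2272 annotated genes for the term, compared with 37 and 1579 here, and does not name them, so that the directions of the paper's 47 could not be counted. Stage 2 was not tested.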

Other observations

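The test of neighbouring genes without pairs that share at least 50% of their GO terms was chosen after the result was seen. The tests without pairs of identical GO term sets, of permutation within modules, of brown pairs of like rank, and of genes nearer to another module were chosen after the data were examined but before their own results were seen, that of brown pairs with the ranks of *SvFul2* and *SvFul3* already known. The values with no test were noticed in the data.

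Neighbouring genes shared a module more often than by chance. Of 18229 pairs of adjacent genes in the network, 9.93% had the same module, compared with a mean of 7.50% and a highest value of 8.09% in 1000 shuffles (p = 0.001, permutation of the colours, one-sided, the smallest they can give). Tandem copies were weighed as a technical or trivial source. Without the 619 pairs that share at least 50% of their GO terms the share was 9.54%, above all shuffles, where 6.77% was the lowest value that this removal allowed, so that copies with similar annotation do not account for the whole excess. Removing only the 147 pairs of identical GO term sets gave 9.86%, which decides nothing, since the share could not have fallen below 9.20%. Pairs with 1 gene between them, which overlap less often, had a share of 8.58%, above all shuffles but lower than for direct neighbours. Reads shared by overlapping neighbours are therefore not the whole source, and a part of the difference stays open. Co-expression of neighbouring genes remains a hypothesis, and no biological explanation was tested.

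No difference in connectivity between Stage 1 DEGs and other genes of the wild-type network passed the threshold, and none was excluded. The mean connectivity percentile of the 338 DEGs was 48.0, compared with 50.0 for permuted genes (p = 0.196, two-sided permutation test). The modules in which the DEGs lie shift the expected value, since genes permuted within modules had a mean of 45.7, below that of the DEGs (p = 0.0876, two-sided permutation within modules). Whether the DEGs are peripheral or central, and the part of the modules in it, cannot be told apart, since neither test passed the threshold and the difference changed sign between them. No biological explanation was tested.

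The paper describes similar expression of *SvFul1*, *SvFul2*, and *SvFul3* in an earlier dataset. It also describes *SvFul1* as highest at early stages, *SvFul2* as higher at later ones, and *SvFul4* as low with a gradual decrease. No edge was listed between any pair of the 4 *AP1/FUL-like* genes. *SvFul1* and *SvFul3* shared 910 neighbours, compared with 189.4 expected by chance, while *SvFul1* and *SvFul2* shared 59, compared with 124.1. These expected numbers assume neighbours spread evenly over all network genes. *SvFul4* shared 0 neighbours with each of *SvFul1*, *SvFul2*, and *SvFul3*, but opposite expression also gives low weights in a signed network. Of 10201 brown pairs ranked within 50 places of *SvFul2* and *SvFul3*, 91.6% also had no listed edge, compared with 45.5% of all brown pairs. These pairs were picked by their low sums of listed edges, so that the share decides nothing about the missing edge. No biological explanation was tested.

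For 8236 genes (32.6%), the mean weight to another module was higher than that to the module they are assigned to, with unlisted pairs counted as 0. *SvFul2* was one of them, with its highest mean weight to darkgrey, a module of 91 genes, and so were 14 others of the 50 listed genes named in the paper. The IDD gene had 21 edges to its own lightgreen module out of 3102, and the MYB gene Sevir.9G477500 had 5 edges to its own pink module out of 6808. Of the 8236 genes, 2438 were nearest to pink, the module with the highest share of its own pairs listed. The weight minimum was weighed as a technical source. The share was 29.4% among genes with more edges than the median and 35.7% among the others, a ratio of 1.21, which lies between the outcomes set beforehand, so that its part cannot be told apart. No biological explanation was tested.

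Several MADS-box genes that the paper predicts to target *SvFul2* had no listed edge to it. These are *SvFul1*, *SvMads56*, *SvMads5*, and *SvMads37.1*, while *SvMads34* had an edge of 0.0244. The predictions rest on directed links from another method, which were not analysed here. A missing edge in the signed co-expression network does not test them. *SvRa2* ranked 10 and *SvKn1* 17 of 798 genes in the tan module.

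Of 5 GO terms named in the paper and tested in magenta and brown (10 tests), 2 passed an adjusted p of 0.05. Both were “vegetative to reproductive phase transition of meristem”, with 69 brown genes, a 1.51-fold excess (adjusted p = 0.0037, one-sided Fisher's exact test with Benjamini-Hochberg adjustment), and 36 magenta genes, also a 1.51-fold excess (adjusted p = 0.0496). By the same exact test, “meristem initiation” and “stem cell development” were not significant after adjustment in brown (adjusted p = 0.066 and 0.0615).

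The genes of highest intramodular connectivity, which the tables used do not pair with names, were Sevir.2G342000 and Sevir.9G469600 in magenta and Sevir.5G100700 and Sevir.2G153300 in brown.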
